# *Runx1* is sufficient but not required for cardiomyocyte cell-cycle activation

**DOI:** 10.1152/ajpheart.00782.2023

**Published:** 2024-06-07

**Authors:** Kaelin A. Akins, Michael A. Flinn, Samantha K. Swift, Smrithi V. Chanjeevaram, Alexandra L. Purdy, Tyler Buddell, Mary E. Kolell, Kaitlyn G. Andresen, Samantha Paddock, Sydney L. Buday, Matthew B. Veldman, Caitlin C. O’Meara, Michaela Patterson

**Keywords:** cardiomyocyte, endomitosis, ploidy, proliferation, Runx1

## Abstract

Factors responsible for cardiomyocyte proliferation could serve as potential therapeutics to stimulate endogenous myocardial regeneration following insult, such as ischemic injury. A previously published forward genetics approach on cardiomyocyte cell cycle and ploidy led us to the transcription factor, *Runx1*. Here, we examine the effect of *Runx1* on cardiomyocyte cell cycle during postnatal development and cardiac regeneration using cardiomyocyte-specific gain- and loss-of-function mouse models. RUNX1 is expressed in cardiomyocytes during early postnatal life, decreases to negligible levels by 3 wk of age, and increases upon myocardial injury, all consistent with observed rates of cardiomyocyte cell-cycle activity. Loss of *Runx1* transiently stymied cardiomyocyte cell-cycle activity during normal postnatal development, a result that corrected itself and did not extend to the context of neonatal heart regeneration. On the other hand, cardiomyocyte-specific *Runx1* overexpression resulted in an expansion of diploid cardiomyocytes in uninjured hearts and expansion of 4 N cardiomyocytes in the context of neonatal cardiac injury, suggesting *Runx1* overexpression is sufficient to induce cardiomyocyte cell-cycle responses. Persistent overexpression of *Runx1* for >1 mo continued to promote cardiomyocyte cell-cycle activity resulting in substantial hyperpolyploidization (≥8 N DNA content). This persistent cell-cycle activation was accompanied by ventricular dilation and adverse remodeling, raising the concern that continued cardiomyocyte cell cycling can have detrimental effects.

**NEW & NOTEWORTHY** *Runx1* is sufficient but not required for cardiomyocyte cell cycle.

Listen to this article’s corresponding podcast at https://ajpheart.podbean.com/e/runx1-drives-cardiomyocyte-cell-cycle-activation/.

## INTRODUCTION

*Runx1* is a transcription factor with well-characterized roles in hematopoiesis (1, 2). The cardiac regeneration field has identified it as a possible marker of cardiomyocyte (CM) “dedifferentiation” (3, 4), a cellular process whereby fetal genes are reactivated and sarcomeres are disassembled to support cardiomyocyte proliferation (5). However, little is known about the functional role of *Runx1* in cardiomyocyte cell cycle during development or regeneration. Our laboratory recently identified *Runx1* from a previously published forward genetic screen that identified genes associated with cardiomyocyte cell cycle and ploidy (6, 7). Swift et al (6) determined that cardiomyocyte-specific overexpression of *Runx1* was sufficient to drive cardiomyocyte cell-cycle entry and proliferation, both in the context of postnatal development and adult ischemic injury. However, the requirement for endogenous *Runx1* in cardiomyocyte proliferation was not tested.

The first week of neonatal life in the mouse presents a unique opportunity for examining cardiomyocyte proliferation. *Postnatal* (P) *day 1* mice are competent to regenerate their hearts following myocardial injury, whereas this regenerative potential is lost by P7 (8). Here, we use a cardiomyocyte-specific *Runx1* loss-of-function mouse model (1) in a regeneration-competent setting to examine the requirement for *Runx1* in neonatal cardiomyocyte proliferation. *Runx1* overexpression from birth is sufficient to drive cardiomyocyte proliferation and expand the number of diploid cardiomyocytes (6), a population believed to have retained proliferative competence (7). Thus, we further test if *Runx1* overexpression can extend the neonatal regenerative window. Our present studies demonstrate that endogenous *Runx1* expression in cardiomyocytes is associated with cell-cycle reentry and while loss of *Runx1* can modestly suppress cardiomyocyte cell cycle, the effects are transient. Furthermore, there is no evidence that loss of *Runx1* impacts cardiomyocyte proliferation in the context of neonatal cardiac injury. Overexpression of *Runx1* can drive cardiomyocyte cell-cycle reentry; however, continued expression for 1 mo results in dramatic increases in cardiomyocyte polyploidy and impaired ventricular function independent of injury status.

## METHODS

### Mice

Animals were housed in the Medical College of Wisconsin’s Biomedical Research Center Animal Facility. All procedures were performed under the approval and supervision of the local Institutional Animal Care and Use Committee. *Runx1* conditional knockout mouse (1) and *Runx1* conditional overexpression mouse (2) were kind gifts from the laboratory of Dr. Nancy Speck. C57Bl/6J (JAX Stock No. 000664) and Myh6-Cre driver mice (JAX Stock Nos. 011038 and 005657) were purchased from Jackson Laboratories. All mice have been backcrossed and maintained on a C57Bl/6J background and both sexes were used in all experiments. Sex for overexpression studies were compared indicated by blue (male) and red (female) data points, and no significant differences or trends distinguished the two sexes, thus sexes were then pooled for all experiments. Successful excision of the cKO allele was confirmed by a three-primer PCR as described by Growney et al. (1).

### Neonatal Mouse Surgeries

P1 ventricular resection was performed as described by Paddock et al. (9) and Mahmoud et al. (10). Briefly, P1 neonates were anesthetized on ice for ∼2 min. An incision was created between the third and fourth intercostal ribs and pressure was applied to pop the heart out. The surgeon removed ∼10–15% of the ventricular apex using microspring scissors. Hearts were returned to the thoracic cavity, muscle layer was closed with 6-0 prolene suture, and skin was sealed with Vet Bond. P6 myocardial infarctions were performed as described by Paddock et al. (9) and Mahmoud et al. (10). Briefly, P6 neonates were anesthetized on ice for ∼2–3 min and heart was popped out of the thoracic cavity as described earlier. A 7-0 prolene suture was passed under the left anterior descending artery and a double knot was tied and heart was returned to thoracic cavity. Uninjured, sham animals did not receive any surgical procedures.

### Echos

Vevo 3100 Series, X550 probe was used to capture cardiac echoes from neonatal mice at 21 days post-resection (DPR; Runx1 KO neonates) and 28 days postinfarction (DPI) or P35 sham (Runx1 OE neonates) under light anesthesia (∼2% isoflurane). Videos were taken in long-axis (LAX) B-mode to measure ventricular luminal area and ejection fraction. M-mode measurements were used to capture posterior wall thickness.

### EdU Injections

5-Ethynyl-2′-deoxyuridine (EdU, Thermo Fisher, E10187) was dissolved in DMSO at 100 mg/mL to create a stock solution. The stock solution was aliquoted and stored at −20°C. Immediately before injection, the stock solution was thawed and further diluted to 1 mg/mL with sterile PBS. Neonatal mice were injected with 10 mg/kg EdU by subcutaneous injection at the times indicated in the respective figures.

### Tamoxifen Administration

Tamoxifen (10 mg; Sigma, T5648) was dissolved in 100 µL of prewarmed 100% ethanol and then diluted in 1.9 mL of prewarmed sunflower oil to a final working concentration of 5 mg/mL. Neonates were injected subcutaneously at P0 and P1 with 50 mg/kg of the tamoxifen solution (∼10 µL into a 1-g pup).

### Fixation and Histology

Hearts were dissected from animals and hung on a Langendorff apparatus. Hearts were first perfused with calcium-free Tyrode’s to clear the heart of blood, then 5 mL of 4% paraformaldehyde (PFA). Perfused hearts were further fixed overnight in 4% PFA at 4°C. Following fixation, hearts were processed by the local histology core in progressive ethanol and xylene steps before being embedded in paraffin molds. Resected hearts were oriented for frontal four-chamber view while myocardial infarction (MI) hearts were oriented for coronal two-chamber view. Sections (4 µM) were collected every 200 µM creating a series across the whole heart.

### Trichrome

Sectioned tissue was warmed in an oven at 60°C for 30 min before undergoing deparaffinization in xylene (5 min) and tissue rehydration with decreasing ethanol (EtOH) concentrations (100% EtOH for 5 min, 95% EtOH for 5 min, 70% EtOH for 5 min, and diH_2_O for 3 times for 1 min each). Slides were then placed in Bouin’s fixative (Leica, 38016SS1A) for 60 min at 60°C and washed in 20°C tap water for 30–45 min. Slides were then stained with hematoxylin solution (Sigma, H3136 and F1513) for 30 min and Gomori’s Trichrome (Leica, 38016SS2E) for 30 min according to manufacturer’s protocol. Slides were rinsed in 0.05% acetic acid four times for 1 min each and washed in diH_2_O. Slides were dried overnight and coverslipped with Permount (Fisher, SP15).

### Immunofluorescence

Sections were deparaffinized and rehydrated as described above in Trichrome staining methodology. Antigen retrieval was performed using freshly made pH 6.0 sodium citrate buffer, consisting of 1.98-g sodium citrate dihydrate (Sigma, W302600), 1-mL Triton-X-100 (Sigma, T9284), and 0.5-mL Tween-20 (Fisher, BP337) dissolved in 1 L of ddH_2_O, warmed to 95–100°C in a vegetable steamer for 35 min. Slides were allowed to cool in the same citrate buffer for 20 min before washing in PBS. Slides were blocked for 1 h at room temperature (RT) in 5% normal donkey serum (Jackson Immuno Research, 017-000-121) and 5% bovine serum albumin (Sigma, A9647) dissolved in PBS. Primary antibodies were diluted to working concentrations in blocking solution (see Table 1 for complete list of antibodies and concentrations). Slides were incubated with primary solution overnight at 4°C, washed in PBS for 10 min, and incubated with secondary antibodies diluted 1:500 in PBS for 1 h at RT. Secondary antibodies included Alexa fluor donkey-anti-goat 555 (Thermo, A-32816), donkey-anti-rabbit 488 (Thermo, A-21206), donkey-anti-mouse 647 (Thermo, A-31571), and donkey-anti-rat 488 (Thermo, A-150153). EdU click-it reaction Alexa fluor 488 dye (Thermo, C10337) was performed following manufacturer’s protocol. Slides were washed in PBS for 5 min, treated with 0.03% Sudan Black B (Sigma, 199664,) dissolved in 70% EtOH for 20 min, and washed in PBS for 5 min. Slides were stained for 4′,6-diamidino-2-phenylindole (DAPI; 1:1,000 in PBS) for 5 min and washed one final time with PBS for 5 min. Slides were coverslipped with ProLong Gold (Thermo, 36930).

**Table 1.** List of antibodies

Antigen	Working Dilution	Vendor, Cat. No.
Goat anti-Nkx2.5	1:250	Abcam, ab106923
Rabbit anti-Runx	1:200	Abcam, ab92336
Mouse anti-cardiac troponin T	1:250	Abcam, ab8295
Rat anti-Ki67	1:250	Thermo, 14-5698-82
Mouse anti-proliferating cell nuclear antigen	1:1,000	Sigma, P8825
Rabbit anti-PH3	1:250	Millipore, 06-570
Rabbit anti-myosin light chain 2 (Myl2)	1:250	Abcam, ab79935
Mouse anti-α-actinin	1:250	Sigma, A7811-.2ML

### Microscopy and Image Analysis

Images (×20) were captured with a PCO Panda Camera on a Nikon Eclipse 80i fluorescence microscope using NIS Elements software. “Border zone” images were taken in regions that included scar, whereas “remote zone” included areas above the scar or at least 500 µM away from the scar. Equivalent heights of the left ventricle were captured in sham-operated controls. Quantifications were performed by a blinded observer by first identifying all CM nuclei using Nkx2.5 overlap with DAPI and then later determining if the confirmed CM nucleus was also positive for the antigen of interest. Total cardiomyocyte nuclei quantified were experiment dependent. For Fig. 1, *A* and *B*, ∼1,200 cardiomyocytes were quantified per section at P4, ∼700 cardiomyocytes at P8, ∼900 cardiomyocytes at P10, and ∼400 cardiomyocytes at P21 (quantified 3–5 sections). In Fig. 1, *C*–*E*, ∼500 cardiomyocytes were quantified per section for P7 and P10 EdU experiments (quantified 4 sections). In Fig. 2*A*, ∼700 cardiomyocytes were quantified per section for seven DPR experiments (quantified 4 sections). In Fig. 2, *B* and *C*, ∼250–400 cardiomyocytes were quantified per section for border and remote zone for RUNX1 KO EdU experiment (quantified 3–4 sections). In Fig. 3, *B* and *C*, ∼250 cardiomyocytes were quantified per section for border and remote zones for RUNX1 OE EdU experiment (quantified 4 sections). In Fig. 4, *A*–*F*, ∼250 cardiomyocytes were quantified per section for 28 DPI RUNX1 OE cell-cycle marker experiments (quantified 4 sections).

**Figure 1.**
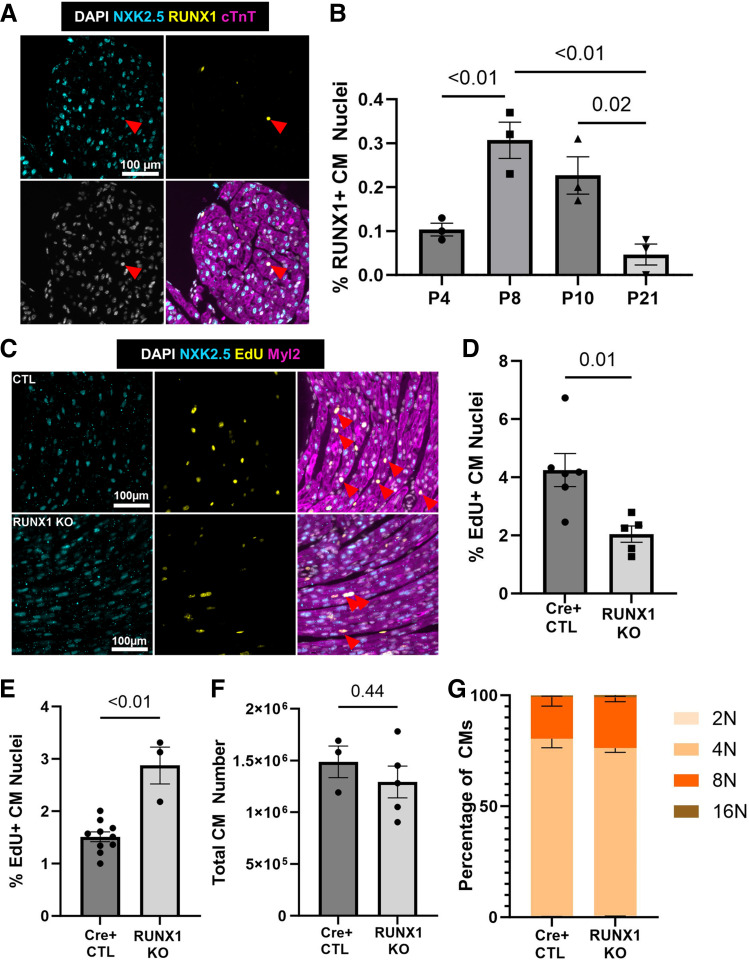
Loss of Runx1 transiently represses cardiomyocyte cell cycle during neonatal development. *A*: representative ×20 image of an immunofluorescence stain for NKX2.5 (cyan), RUNX1 (yellow), cardiac troponin T (cTnt, magenta), and 4′,6-diamidino-2-phenylindole (DAPI; grayscale). Scale bar = 100 µm. *B*: quantification of temporal expression of RUNX1-positive cardiomyocyte (CM) nuclei in C57Bl/6J hearts, P4 (*n* = 3 hearts), P8 (*n* = 3 hearts), P10 (*n* = 3 hearts), and P21 (*n* = 3 hearts). Indicated *P* values were calculated by one-way ANOVA followed by Tukey honest significant difference (HSD) post hoc analysis. Data are means ± SE. *C*: representative ×20 image of an immunofluorescence stain for NKX2.5 (cyan), 5-ethynyl-2′-deoxyuridine (EdU; yellow), myosin light chain 2 (Myl2; magenta), and DAPI (grayscale). Scale bar = 100 µm. *D*: quantification of EdU-positive cardiomyocytes labeled at P7 in RUNX1 knockout (KO) neonates (*n* = 5 hearts) compared with Cre-positive controls (*n* = 6 hearts). *P* value calculated by two-tailed Student’s *t* test. Data are means ± SE. *E*: quantification of EdU-positive cardiomyocytes labeled at P10 in RUNX1 KO neonates (*n* = 3 hearts) compared with Cre-positive controls (*n* = 10 hearts). *P* value calculated by two-tailed Student’s *t* test. Data are means ± SE. *F*: quantification of whole cell cardiomyocyte number at P21 in RUNX1 KO neonates (*n* = 5 hearts) compared with Cre-positive controls (*n* = 3 hearts). *P* value calculated by two-tailed Student’s *t* test. Data are means ± SE. *G*: quantification of 2 N (1 × 2 N), 4 N (sum of 1 × 4 N and 2 × 2 N populations), 8 N [sum of 1 × 8 N, 2 × 4 N, tri (1 × 4 N + 2 × 2 N) and 4 × 2 N populations], and 16 N [sum of 1 × 16 N, 2 × 8 N, tri (1 × 8 N + 2 × 4 N) and 4 × 4 N populations] ploidy classes represented as a percentage of total cardiomyocytes at P21 in RUNX1 KO neonates (*n* = 5 hearts) compared with Cre-positive controls (*n* = 3 hearts). *P* values were calculated by one-way multivariate ANOVA followed by Wilks’ Lambda post hoc test. Reported *P* values are the Wilks’ Lambda post hoc analysis assessing genotype contributions. Data are means ± SE.

**Figure 2.**
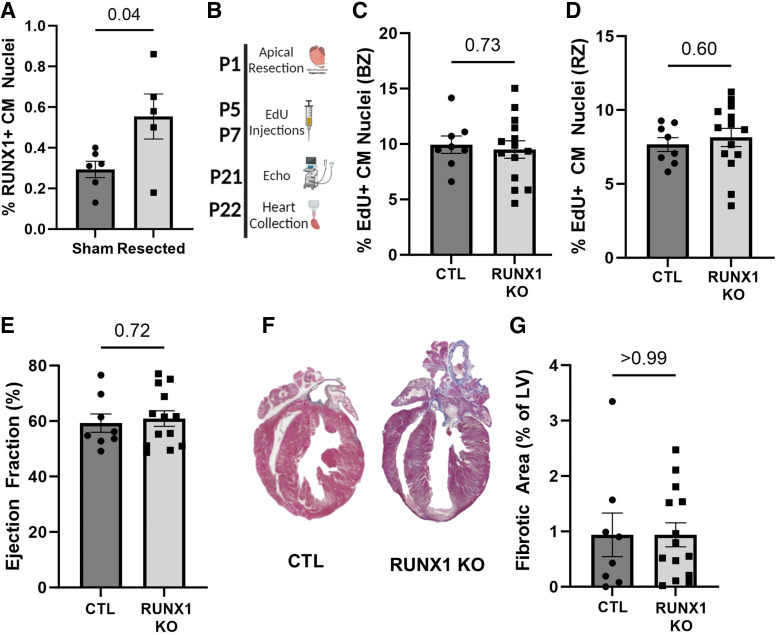
RUNX1 is not required for neonatal cardiac regeneration. *A*: quantification of RUNX1-positive cardiomyocytes at 7 days post-resection (DPR) in C57 sham (*n* = 6) and resected (*n* = 5) neonates. *P* values calculated by two-tailed Student’s *t* test. Data are means ± SE. *B*: schematic of the experimental design for the RUNX1 knockout (KO) neonatal cardiac injury study. *n* = 8 controls (Ctl = *Myh6-Cre*-negative; *Runx1^f/f^*) and *n* = 14 Runx1 KO (*Myh6-Cre*-positive; *Runx1^f/f^*). A mix of both sexes was used. *C* and *D*: quantification of 5-ethynyl-2′-deoxyuridine (EdU)-positive cardiomyocytes labeled at 5 and 7 DPR in the border zone (BZ) and remote zone (RZ), respectively. EdU^+^NKX2.5^+^ cardiomyocyte (CM) nuclei represented as a percentage of total NKX2.5^+^ nuclei. *P* value calculated by two-tailed Student’s *t* test. *E*: quantification of the ejection fraction at 21 days postinjury (DPI) in RUNX1 KO neonates compared with Ctl. *P* value calculated by two-tailed Student’s *t* test. *F*: representative images of Gomori’s Trichrome stain. *G*: quantification of the fibrosis at 21 DPR in RUNX1 KO compared with Ctl neonates. *P* value calculated by two-tailed Student’s *t* test. Data are means ± SE. Some images were created with a licensed version of BioRender.com.

**Figure 3.**
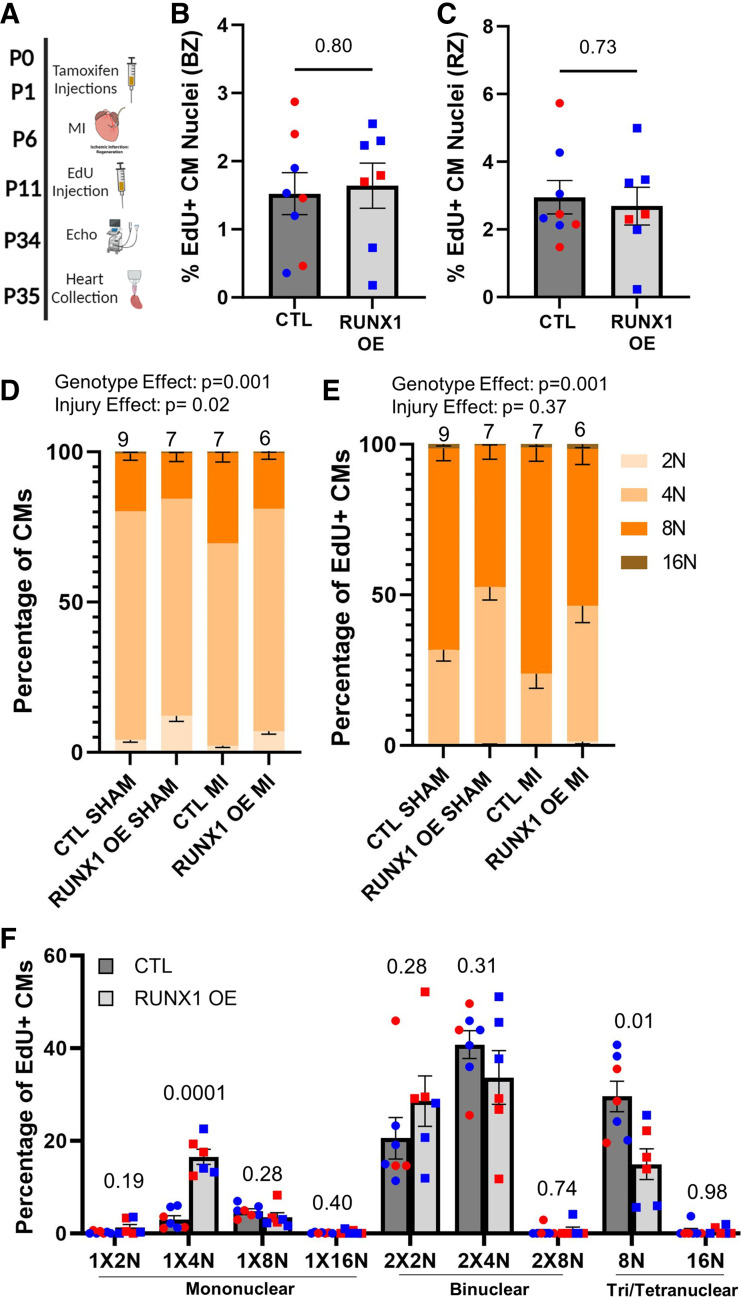
RUNX1 overexpression influences cardiomyocyte (CM) ploidy independent of cardiac injury. *A*: schematic of the experimental design for. *Postnatal day 6* (P6) myocardial infarction (MI) surgeries in RUNX1 overexpression (RUNX1 OE, *n* = 7) neonates compared with Myh6-CreER-positive control (Ctl, *n* = 8). A mix of both sexes was used for this study as indicated by blue (males) and red (females) data points. *B* and *C*: quantification of the 5-ethynyl-2′-deoxyuridine (EdU)-positive cardiomyocyte nuclei labeled at 5 days postinjury (DPI) in the border and remote zones. EdU^+^NKX2.5^+^ CM nuclei are represented as a percentage of total NKX2.5^+^ nuclei. *P* value calculated by two-tailed Student’s *t* test. *D*: quantification of 2 N (1 × 2 N), 4 N (sum of 1 × 4 N and 2 × 2 N populations), 8 N (sum of 1 × 8 N, 2 × 4 N, tri [1 × 4 N + 2 × 2 N] and 4 × 2 N populations), and 16 N (sum of 1 × 16 N, 2 × 8 N, tri [1 × 8 N + 2 × 4 N] and 4 × 4 N populations) ploidy classes represented as a percentage of total cardiomyocytes. Ctl, *Myh6-CreER*-positive animals. RUNX1 OE = *Myh6-CreER*-positive; *Rosa-Runx1^fl/wt^. n* for each group can be found on the graph. Statistical analysis performed by two-way multivariate ANOVA. Reported *P* values are the Wilks’ Lambda post hoc analysis assessing genotype and injury contributions. Further post hoc pairwise comparisons can be found in Supplemental Table S1. *E*: quantification of summed ploidy classes as in *D* in EdU-positive cardiomyocytes labeled at 5 days postinjury (DPI) at sham and 7 DPI in RUNX1 OE animals compared with Ctls. Statistical analysis was performed by two-way multivariate ANOVA. Reported *P* values are the Wilks’ Lambda post hoc analysis assessing genotype and injury contributions. Further post hoc pairwise comparisons can be found in Supplemental Table S2. *F*: quantification of EdU-positive cardiomyocytes labeled at 5 DPI divided into their respective ploidy classes in RUNX1 OE (*n* = 6) vs. Ctl (*n* = 7) littermates at 7 DPI neonates. *P* value for individual ploidy classes calculated by two-tailed Student’s *t* test, following confirmation of statistical significance by two-way multivariate ANOVA in *E*. Data are means ± SE. Some images were created with a licensed version of BioRender.com.

**Figure 4.**
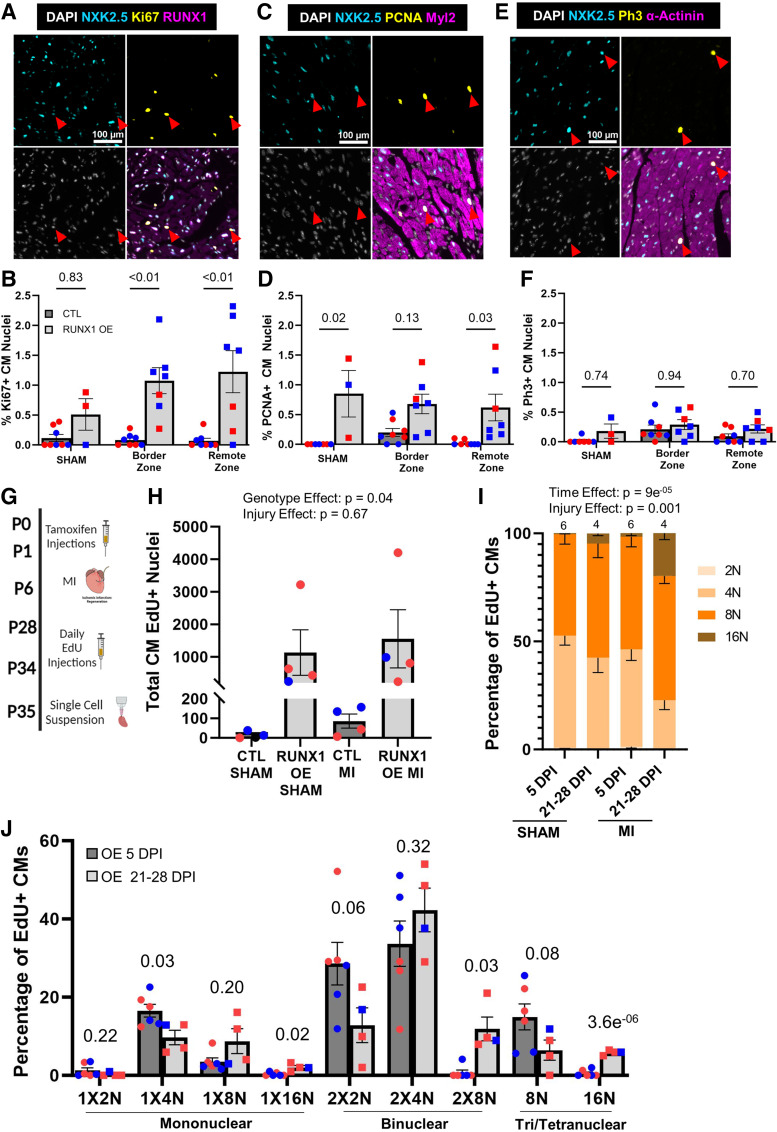
RUNX1 OE increases cardiomyocyte (CM) cell-cycle activity resulting in hyperpolyploidization *A*: representative ×20 image of an immunofluorescence stain for NKX2.5 (cyan), Ki67 (yellow), Runx1 (magenta), and 4′,6-diamidino-2-phenylindole (DAPI; grayscale). Scale bar = 100 µm. *B*: quantification of the Ki67-positive cardiomyocyte nuclei in sham-operated animals [*n* = 6 control (Ctl), 3 RUNX1 OE], and border and remote zones of P6 myocardial infarction (MI)-operated animals assessed 28 days postinjury (DPI; *n* = 8 Ctl, 7 RUNX1 OE). Ki67^+^NKX2.5^+^ CM nuclei are represented as a percentage of total NKX2.5^+^ nuclei. *P* value calculated by two-way ANOVA followed by a Tukey honest significant difference (HSD) post hoc analysis. *C*: representative ×20 image of an immunofluorescence stain for NKX2.5 (cyan), proliferating cell nuclear antigen (PCNA; yellow), Myl2 (magenta), and DAPI (grayscale). Scale bar = 100 µm. *D*: quantification of the PCNA-positive cardiomyocyte nuclei in sham-operated animals (*n* = 6 Ctl, RUNX1 OE), and border and remote zones of *postnatal day 6* (P6) MI-operated animals assessed 28 DPI (*n* = 8 Ctl, 7 RUNX1 OE). PCNA^+^NKX2.5^+^ CM nuclei are represented as a percentage of total NKX2.5^+^ nuclei. *P* value is calculated by two-way ANOVA followed by a Tukey HSD post hoc analysis. *E*: representative ×20 image of an immunofluorescence stain for NKX2.5 (cyan), Ph3 (yellow), α-actinin (magenta), and DAPI (grayscale). Scale bar = 100 µm. *F*: quantification of the Ph3-positive cardiomyocyte nuclei in sham-operated animals (*n* = 6 Ctl, 3 Runx1 OE), and border and remote zones of P6 MI-operated animals assessed 28 DPI (*n* = 8 Ctl, 7 RUNX1 OE). Ph3^+^NKX2.5^+^ CM nuclei are represented as a percentage of total NKX2.5^+^ nuclei. *P* value was calculated by two-way ANOVA followed by a Tukey HSD post hoc analysis. *G*: schematic of the experimental design to assess late-stage cardiomyocyte cell-cycle activity postinjury by single-cell suspension. Tamoxifen delivered as two injections at birth (P0 and P1), MI, or sham operations at P6, 5-ethynyl-2′-deoxyuridine (EdU) injections once daily from 21–28 DPI hearts collected by Langendorff at 29 DPI. *H*: quantification of EdU-positive cardiomyocyte nuclei labeled from 21–28 DPI within single-cell suspensions (*n* = 4 Cre-positive Ctl sham, 4 RUNX1 OE sham, 4 Cre-positive Ctl MI, and 4 RUNX1 OE MI). *P* value was assessed by two-way ANOVA, Wilks’ Lambda values for genotype vs. injury effects are reported on graph. *I*: quantification of summed ploidy classes in EdU-positive cardiomyocytes labeled from 21–28 DPI in RUNX1 OE animals, sham vs. MI, 7 DPI vs. 28 DPI (*n* = 6, 4, 6, 4, as described on graph). *P* value was assessed by two-way multivariate ANOVA. Reported *P* values are the Wilks’ Lambda post hoc analysis assessing genotype and injury contributions. Further pairwise comparisons can be found in Supplemental Table S3. *J*: quantification of EdU-positive cardiomyocytes labeled at 5 DPI and 21–28 DPI divided into their respective ploidy classes in RUNX1 OE 5 DPI (*n* = 6) vs. RUNX1 OE 21–28 DPI (*n* = 4) littermates at 7 DPI neonates. *P* value was calculated by two-tailed Student’s *t* test, following confirmation of statistical significance by two-way multivariate ANOVA (in *I*). Data are means ± SE. Some images were created with a licensed version of BioRender.com.

### Single-Cell Suspensions Langendorff, Stain, and Ploidy Analysis

Langendorff single-cell suspensions, stains, and ploidy analysis were performed as described (6). For general ploidy experiments, at least 350 cardiomyocytes were analyzed. For EdU ploidy experiments, at least 80 EdU-positive cardiomyocytes were analyzed.

### RNA Isolation

Runx1 OE neonates along with Myh6-CreER-positive controls were injected with tamoxifen subcutaneously at P0 and P1. Hearts were excised at P10, atria and outflow track removed, and RNA was extracted using TRIzol reagent per manufacturer’s protocol.

### RNA Sequencing and Analysis

RNA samples were sent to BGI Genomics, where they were assessed for RNA quality by bioanalyzer and Oligo dT libraries were prepared. Libraries were sequenced on a DNBSEQ-G400 platform at 150 bp paired-end reads with a total read depth of >20 million reads per sample. Reads were mapped to the mm39 mouse genome using STAR 2.7.8a aligner, quantified to Ensembl transcripts release 110 with Partek E/M, and normalized using the median ratio method. Differential expression analysis was performed by DEseq2. Significantly differentially expressed genes (q value < 0.05, Supplemental Table S4; all Supplemental materials are available at https://doi.org/10.6084/m9.figshare.25769037.v1) were uploaded into Ingenuity Pathway Analysis (IPA), and core analysis was run to identify activated or inhibited pathways and upstream regulators.

### Statistics

All analyses comparing two experimental conditions were assessed for statistical significance by a two-tailed Student’s *t* test using GraphPad Prism. One-way ANOVA (GraphPad Prism) was used for assessing the frequency of Runx1-positive cardiomyocytes across multiple postnatal time points, followed by a Tukey honest significant difference (HSD) post hoc analysis (Fig. 1*B*). In experiments where two independent factors were being compared across multiple experimental groups, SPSS or GraphPad Prism software was used to perform a two-way ANOVA followed by a Tukey HSD post hoc analysis for pairwise comparisons. Finally, SPSS was used to perform a two-way multivariate ANOVA to compare ploidy data where multiple interdependent factors are being assessed as in Figs. 3, *D* and *E*, and 4*I*.

## RESULTS

### Loss of Runx1 Transiently Represses Cardiomyocyte Cell Cycle During Neonatal Development

To first examine the temporal expression of RUNX1 in cardiomyocytes, we immunostained P4, P8, P10, and P21 C57BL/6J hearts and quantified the frequency of RUNX1-positive cardiomyocyte nuclei, as identified by NKX2.5 positivity (Fig. 1*A*). The frequency of RUNX1-positive cardiomyocytes is rare (<0.5% of cardiomyocytes) at all time points; however, they are most prevalent in the second postnatal week when some cardiomyocytes undergo a second round of endomitosis to become 8 N (6). RUNX1 expression then declines to near negligible levels by P21 when most cardiomyocyte cell cycling is complete (Fig. 1*B*). Our previous work described that >80% of RUNX1-positive cardiomyocytes were also Ki67 positive, suggesting a role for *Runx1* in cardiomyocyte cell cycle (6). To test its role in cardiomyocyte cell cycle directly, we used a cardiomyocyte-specific conditional knockout (cKO) mouse and assessed DNA synthesis by thymidine analog injection at multiple time points (Fig. 1*C*). *Runx1* knockout was confirmed by excision of exon 4 from genomic DNA isolated from heart tissue compared with the ear tissue (Supplemental Fig. S1*A*). In *Runx1* cKO hearts, we observed a significant decrease in cardiomyocyte DNA synthesis at P7 compared with Myh6-CreER-control littermates (Fig. 1*D*), an observation had no effect on heart size at this same time (Supplemental Fig. S1*B*). Interestingly, we observed an increase in EdU incorporation into cardiomyocytes when assessed at P10 (Fig. 1*E*). Furthermore, when assessing total cardiomyocyte number and ploidy at P21, we observed no differences between *Runx1* cKO mice and Cre-control littermates (Fig. 1, *F* and *G*). Together, these data indicate that endogenous *Runx1* only modestly influences cardiomyocyte cell-cycle activity during postnatal development, an effect that can be recovered presumably by alternative compensatory mechanisms.

### Runx1 Is Not Required for Neonatal Heart Regeneration

During normal postnatal development when cardiomyocyte cell cycle is declining, we observed a modest and transient effect of *Runx1* knockout on cardiomyocyte cell-cycle activity, thus we wondered if a phenotype would become more apparent under heightened conditions. Within the first days of life, neonatal mice can regenerate their heart after insult (8). This regeneration process relies on cardiomyocyte proliferation to replace lost myocytes after injury (8, 11). RUNX1 expression in cardiomyocytes increases twofold at 7 days post-resection (DPR) compared with sham-operated hearts (Fig. 2*A*). To directly investigate the requirement of *Runx1* in neonatal heart regeneration, P1 apical resections were performed on *Runx1* cKO and control littermates. Cycling cardiomyocytes were labeled with EdU at 5 and 7 DPR, cardiac function was assessed at 21 DPR by echocardiography, and hearts were collected for histology at 22 DPR (Fig. 2*B*). We observed no difference in cardiomyocyte DNA synthesis in the border (Fig. 2*C*) and remote zones (Fig. 2*D*), nor in cardiac function (Fig. 2*E*), or fibrosis (Fig. 2, *F* and *G*) between *Runx1* cKO and littermate controls, indicating *Runx1* is not critically required for neonatal heart regeneration. This possibility is further supported by the observation that RUNX1-positive cardiomyocytes represent <2% of total cycling cardiomyocytes at P8, and even fewer in the context of regeneration (Supplemental Fig. S1*C*), suggesting additional mechanisms induce cardiomyocyte cell-cycle reentry.

### Runx1 Overexpression Influences Cardiomyocyte DNA Content

Although *Runx1* is not required for neonatal regeneration, our laboratory’s previous work showed that *Runx1* overexpression from birth resulted in more cardiomyocyte proliferation and an expansion of the mononuclear diploid fraction (6), a population believed to have retained proliferative competence. Therefore, we were interested in determining if the expanded mononuclear diploid pool could extend the neonatal regeneration window. To investigate this possibility, we used a mouse model whereby *Myh6-MerCreMer* drives *Runx1* overexpression (*Runx1* OE) (6). We injected tamoxifen at P0 and P1 to initiate *Runx1* OE and performed MI through permanent ligation of the left anterior descending artery on P6 mice. EdU was administered at 5 DPI, cardiac function was assessed at 28 DPI, and hearts were collected for histology the following day (Fig. 3*A*). With this tamoxifen injection regimen, we observed RUNX1 induction in ∼50% of cardiomyocytes on average (Supplemental Fig. S2, *A* and *B*). Following EdU injection at 5 DPI, we observed no difference in the number of cardiomyocyte nuclei undergoing DNA synthesis in the border and remote zones of *Runx1* OE neonates compared with Cre-positive control littermates (Fig. 3, *B* and *C*). However, EdU incorporation on its own does not indicate if proliferation or polyploidization has taken place, therefore a separate cohort of animals was used to evaluate ploidy following EdU administration. In this second experiment, tamoxifen was administered at birth, MI or sham operations were performed at P6, and EdU injections were administered at 5 DPI. Hearts were then digested into single-cell suspension at 7 DPI for cardiomyocyte nucleation and ploidy analysis. When considering all cardiomyocytes, uninjured *Runx1* OE hearts have more diploid (2 N) cardiomyocytes compared with Cre-positive control littermates (Fig. 3*D*, Supplemental Table S1) confirming our previous results (6). Following MI, *Runx1* OE hearts continue to display an increase in the diploid cardiomyocyte population compared with controls; however, the injury itself appears to increase polyploidization compared with sham in both wildtype and *Runx1* OE animals (Fig. 3*D*). Considering the EdU-positive cardiomyocytes specifically, *Runx1* OE, independent of injury status, expands the 4 N population while the 8 N population decreases in frequency (Fig. 3*E*, Supplemental Table S2). More specifically, the 1 × 4 N population expands while the tri- and tetranuclear 8 N populations decrease (Fig. 3*F*). This discrepancy across genotypes could stem from the altered starting state, whereby *Runx1* OE mice have more 1 × 2 N cardiomyocytes before injury that could become 1 × 4 N upon one round of DNA synthesis without division following injury. On the other hand, cardiomyocytes of control mice start predominantly as 2 × 2 Ns, which would instead progress to an 8 N population upon the same injury-induced DNA synthesis without division. Alternatively, the expanded EdU-positive 1 × 4 N population observed in *Runx1* OE mice could be the product of an 8 N population dividing to give rise to two 4 N daughter cells as has been described in the hepatocyte literature (12) and thus may represent cell division. Regardless, at this early time point after a P6 MI, we observe an expansion of lower ploidy classes when *Runx1* is overexpressed; however, we do not explicitly identify an EdU-positive mononuclear diploid population that would definitively represent cell division.

### Cardiomyocyte Cell Cycle Continues 1 Mo After Induction in Runx1 OE Hearts Resulting in Hyperpolyploidization

The EdU analysis performed on tissue sections in Fig. 3, *B* and *C*, captured the cell-cycle activity back from the time of injection (5 DPI). In addition, we assessed cardiomyocyte cell-cycle activity using immunofluorescence for several cell-cycle markers, which instead provides insights into any continued activity 1 mo after injury when the hearts were collected. We could not detect measurable levels of cardiomyocytes positive for Ki67, a marker of all cell-cycle phases (Fig. 4*A*), in control hearts 1 mo after injury, suggesting the response to injury was complete at this late time point. On the other hand, *Runx1* OE mice displayed a significant increase in Ki67-positive cardiomyocytes in both the border and remote zones, indicating continued cardiomyocyte cell-cycle activation (Fig. 4*B*). We next assessed cardiomyocyte expression of proliferating cell nuclear antigen (PCNA), a marker of S-phase, and again detected negligible levels in control animals, whereas *Runx1* OE littermates displayed significantly higher levels of PCNA-positive cardiomyocytes (Fig. 4, *C* and *D*). Interestingly, this phenomenon was not observed with a marker of M-phase, phospho-histone-H3 (Ph3, Fig. 4, *E* and *F*), perhaps indicating the continued cell-cycle activity is not advancing into mitosis. To assess if the observed cell-cycle activation resulted in cell division, we performed single-cell suspension EdU analysis on a separate cohort of animals, where MI was performed at P6, EdU was injected daily from 21–28 DPI, and hearts were collected by Langendorff digestion at 29 DPI (Fig. 4*G*). Hearts from sham-operated animals were also included in the analysis. We detected only a rare EdU-positive cardiomyocyte in Cre-positive control animals regardless of injury (Fig. 4*H*). On the other hand, as we observed by our in situ stains, *Runx1* OE hearts displayed substantial numbers of EdU-positive, cycling cardiomyocytes. Because EdU-positive cardiomyocytes were rare in control animals, we were not able to reliably assess their ploidy content. Instead, we were interested in how the continued cell-cycle activity in *Runx1* OE hearts impacted ploidy by comparing the ploidy state of EdU-positive cardiomyocytes labeled at 5 DPI (Fig. 3, *D* and *E*) to the ploidy state of EdU-positive cardiomyocytes labeled from 21–28 DPI (Fig. 4*G*). EdU-positive cardiomyocytes labeled 21–28 DPI presented with a dramatic expansion of the 8 N and 16 N populations (Fig. 4*I*, Supplemental Table S3). This phenomenon can be visualized more clearly by separating the data into their respective ploidy classes: considering mononuclear and binuclear cardiomyocytes, those labeled at 5 DPI were predominately 4 N (1 × 4 N and 2 × 2 N, respectively); however, the frequency of both these populations declined when labeling at 21–28 DPI and were replaced with 16 N cardiomyocyte populations (Fig. 4*J*). Together, these results indicate that *Runx1* OE drives cardiomyocyte cell-cycle activation long after wildtype animals have completed the process. However, the continued activation results in hyperpolyploidization and not further cell division.

### Persistent Runx1 OE Exacerbates Heart Function Independent of MI

The same injury cohort used in Fig. 3 were assessed for physiological function and morphology 1 mo after MI (Fig. 3*A*). Sham-operated animals were also assessed by echocardiography. *Runx1* OE from birth results in left ventricular dilation (Fig. 5, *A* and *B*), thinning of the posterior wall (Fig. 5, *C* and *D*), and decreased ejection fraction (Fig. 5*E*), with varying influence from the injury itself. For unknown reasons, Myh6-CreER control females displayed a less severe injury compared with males as assessed by ejection fraction (Fig. 5*E*, *P* = 0.04). No other echocardiography metric displayed differences across the sexes. Considering scar, *Runx1* OE did not impact scar size 1 mo after injury (Fig. 5, *F* and *G*). These findings suggest that while *Runx1* OE does not negatively impact regeneration acutely, it does cause adverse cardiac remodeling in the long term.

**Figure 5.**
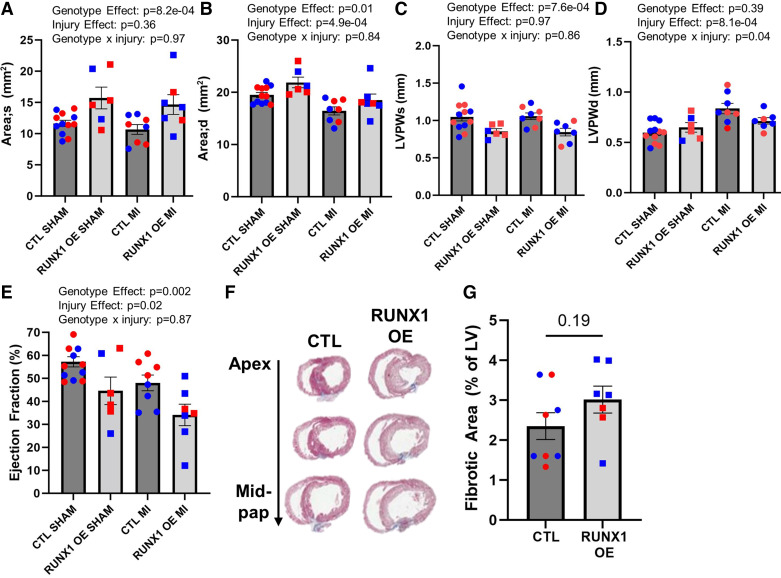
RUNX1 OE exacerbates cardiac function. *A* and *B*: quantification of ventricular luminal area in systole (*A*) and diastole (*B*) at *postnatal day 34* (P34) by B-Mode images collected with the VEVO 3100 (time line as in Fig. 3*A*). *n* = 12 Cre-positive control (Ctl) sham-operated animals, 6 RUNX1 OE sham-operated animals, 8 Cre-positive Ctl animals with myocardial infarction (MI) at P6, 7 RUNX1 OE animals with MI at P6. *P* value was assessed by two-way ANOVA, Wilks’ Lambda values for genotype vs. injury effects are reported on graph. *C* and *D*: quantification of left ventricular posterior wall (LVPW) thickness in systole (*C*) and diastole (*D*) measured from M-Mode images. *P* value is assessed by two-way ANOVA, Wilks’ Lambda values for genotype vs. injury effects are reported on graph. *E*: quantification of ejection fraction at P34. *P* value is assessed by two-way ANOVA, Wilks’ Lambda values for genotype vs. injury effects are reported on graph. *F*: representative images of hearts collected at 28 days postinjury (DPI; time line as in Fig. 3*A*), sectioned from apex to midpapillary muscle and stained for Gomori’s Trichrome Stain. *G*: quantification of fibrotic area 28 DPI, where the fibrotic area is calculated as a ratio of blue (collagen) to total area of left ventricle. *P* value is calculated by two-tailed Student’s *t* test. Data are means ± SE.

### RNAseq Identifies Enhanced Hypertrophy Signaling and Suppressed p53 Signaling Following Runx1 OE

To explore the mechanisms by which *Runx1* OE influences the observed cell-cycle and functional changes, we performed transcriptomic analysis on P10 whole ventricles isolated from *Runx1 OE* (*n* = 4) and Myh6-CreER controls (*n* = 2) following tamoxifen induction at P0 and P1. 

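RNA was sequenced from the ventricles of 4 *Runx1* OE mice and 2 Myh6-CreER controls at postnatal day 10, after the atria and outflow tract had been removed. In *Runx1* OE mice, a tamoxifen-inducible Cre that is active in cardiomyocytes switches on *Runx1* from a *Rosa-Runx1* allele, and the controls carried the Cre without that allele. Tamoxifen was given at 50 mg/kg on postnatal days 0 and 1. Whole ventricles also hold endothelial cells, fibroblasts, smooth muscle cells, macrophages and blood, so each level is that of the whole tissue. The authors prepared oligo(dT) libraries and read them as 150 bp pairs, with over 20000000 reads per sample by the paper's account. According to the paper's methods, reads were aligned to mm39 with STAR 2.7.8a and quantified to Ensembl transcripts release 110 with Partek E/M. The authors then normalized the counts by the median ratio and tested them with DESeq2. The submitters' processing notes list HISAT2 and mm9 instead. All 18992 of the 19079 gene identifiers that are also in GENCODE M39 overlap their gene on GRCm39 (mm39), the build of all coordinates given here. The 6 columns of values per sample have names that neither the paper nor the sample labels pair with an animal, so they were not used. The values come from the authors' deposited table of this comparison, which gives for each gene the group means in normalized counts, the log2 ratio, its 95% limits and a p-value. The authors' mean over all samples adds up to 19422828 normalized counts, and the depth of each sample is not used here. For each gene, a standard error was taken from the 95% limits. The authors' p-values were adjusted by the Benjamini-Hochberg method over the 15181 genes with a mean of at least 10 normalized counts, and a gene was called at an adjusted p under 0.05. The median standard error of the tested genes was 0.200 on the log2 scale. Gene lists were tested with cameraPR from limma on the ratio of each log2 value to its standard error, with a preset inter-gene correlation of 0.01. Of 164 genes picked by rule to be named, 88 share exon sequence with a gene on the opposite strand. The strand setting of the counting is not given in the sources used here, so reads of such pairs may be mixed.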

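*Runx1* OE ventricles differed from Myh6-CreER controls in 595 of 15181 tested genes, of which 271 were higher and 324 lower (authors' p-values, adjusted by the Benjamini-Hochberg method). *Gpx3*, a secreted glutathione peroxidase, had a mean of 26222 normalized counts in *Runx1* OE and 2266 in control ventricles in the authors' deposited table, a log2 ratio of 3.53 (standard error 0.17, adjusted p = 6.6e-87). Its exons overlap those of *Tnip1* on the opposite strand. *Casq1*, the calsequestrin of fast skeletal muscle, had a log2 ratio of 3.41 in the authors' deposited table (standard error 0.46, adjusted p = 5.4e-11). Large rises among genes with a mean of at least 50 normalized counts included those of *Shisal1*, the kinase gene *Stk32b* and *Cpxm2*, at log2 ratios of 6.24, 5.14 and 4.50 in the authors' deposited table. The largest falls were smaller. The authors' deposited table gives log2 ratios of -2.51 for *Sh2d4a* (standard error 0.71, adjusted p = 0.015), -2.40 for *Lingo3*, -2.36 for *Lrrc15* and -2.32 for the stearoyl-CoA desaturase gene *Scd4*. The water channel gene *Aqp4* and the growth factor gene *Fgf16* were also lower, with log2 ratios of -2.28 and -1.81 in the authors' deposited table. *Xist*, the noncoding RNA of the inactive X chromosome in female cells, had the largest ratio of all called genes. The authors' deposited table gives it 4584 normalized counts in *Runx1* OE and 8.92 in control ventricles, a log2 ratio of 9.01 (standard error 1.97, adjusted p = 3.7e-04). *Xist* overlaps *Tsix* on the opposite strand. By the authors' deposited maximum and group means, a control library can hold at most 17.8 normalized counts of *Xist*. At least 3 *Runx1* OE libraries hold 1675 or more, so sex is not separated from genotype and calls may partly reflect sex. Without the genes of chromosomes X and Y, a setting chosen after seeing the data, 265 genes were higher and 313 lower. That setting does not remove effects of sex on genes of other chromosomes.

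**Figure D1:**
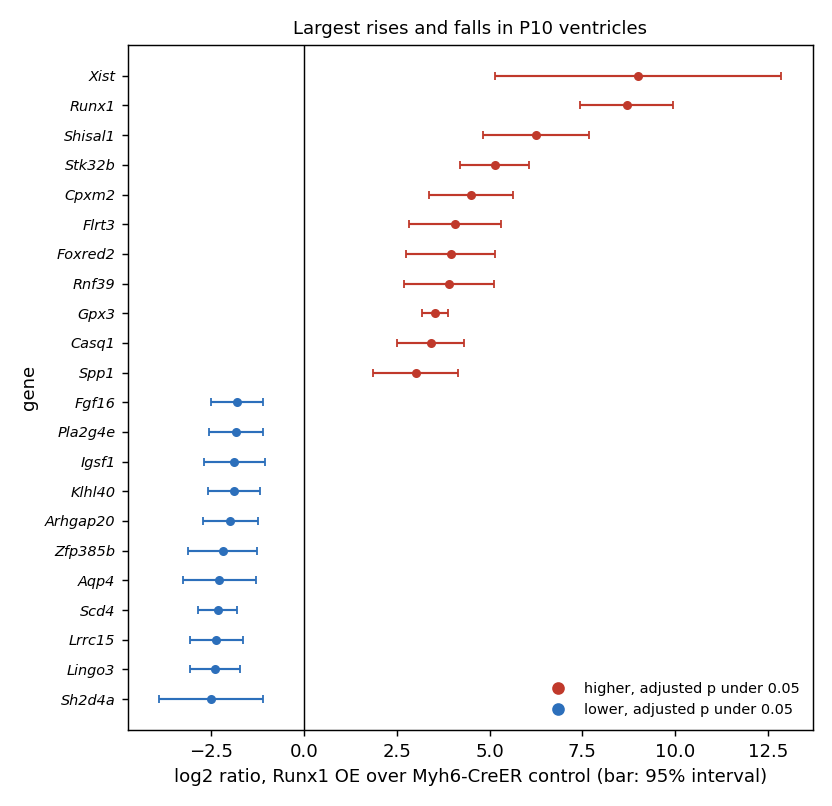
Log2 ratio of *Runx1* OE over Myh6-CreER control ventricles at P10, from the authors' deposited table, for the genes reported here among the largest rises and falls of called genes with a mean of at least 50 normalized counts. Points are the ratios and bars their 95% intervals; the rises run from 3.01 for *Spp1* to 9.01 for *Xist*, and the falls from -1.81 for *Fgf16* to -2.51 for *Sh2d4a*.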

Five hundred and sixty-eight genes were identified as differentially expressed (q value < 0.05) between Myh6-CreER controls and *Runx1* OE littermates (Supplemental Table S4). The differentially expressed genes were then run through Ingenuity Pathway Analysis (IPA) to identify the top activated and inhibited pathways. This analysis identified cardiac hypertrophy signaling among the top 5 activated pathways (Fig. 6*A*) and cardiac conduction and p53 signaling among the top 5 inhibited pathways (Fig. 6*B*).

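Genes of conduction and ion channels moved in both directions in *Runx1* OE ventricles, with more of them lower than higher. Of 40 tested genes on this list, 10 were lower and 4 higher (13 and 6 when adjusted over the list alone). Higher genes included the calcium channel gene *Cacna1d* and the pacemaker channel genes *Hcn4* and *Hcn2*. The authors' deposited table gives *Cacna1d* a log2 ratio of 2.16 (standard error 0.30, adjusted p = 1.4e-10). Lower were *Kcnj11*, the pore of the ATP-sensitive potassium channel, and *Cacna2d1*, with log2 ratios of -1.29 and -0.91 in the authors' deposited table (standard errors 0.20 and 0.17, adjusted p = 2.9e-08 and 5.0e-06). *Kcnj3*, a potassium channel gene that is also on the list of atrial markers, had a log2 ratio of -1.26 in the authors' deposited table. *Hcn4*, *Hcn2* and the gap junction gene *Gja1* are named after their values were seen. *Hcn4* and *Hcn2* had log2 ratios of 1.05 and 0.96 in the authors' deposited table, and *Gja1* had -0.83 (adjusted p = 9.5e-04). The median of the list was -0.21. cameraPR, which tests for a net shift of a list to either side, gave none against other genes (adjusted p = 0.76). It does not detect a list whose genes move both ways. Over all tested genes 595 of 15181 were called, so calls were more frequent on this list, an excess that was not tested. Of 21 genes of calcium handling, 2 were higher, *Casq1* and *Jph1*, and 2 lower, *Pln* and *Cacna1c* (3 and 6 when adjusted over the list alone; cameraPR adjusted p = 0.51). *Pln*, the inhibitor of the sarcoplasmic calcium pump, had a log2 ratio of -0.82 in the authors' deposited table (standard error 0.13, adjusted p = 2.2e-07).
Of 61 tested genes of hypertrophy signaling, 4 were higher and 2 lower (5 and 3 when adjusted over the list alone). At unadjusted p under 0.05, 6 were higher and 11 lower, and 43 had a log2 ratio below 0, with a median of -0.07 (cameraPR adjusted p = 0.38). Higher were *Plcb4*, *Fgf2*, *Pik3cd* and *Akt2*, at log2 ratios of 0.76, 0.83, 1.01 and 0.57 in the authors' deposited table. Reads of *Akt2* may be shared with its pseudogene *Akt2-ps*, which had a log2 ratio of 0.54 there and was looked up after its value was seen. *Pik3r1*, a regulatory subunit of PI3-kinase, and the endothelin receptor gene *Ednra* were lower, at -0.84 and -0.55 in the authors' deposited table; *Ednra* is named after its value was seen. Of 28 fetal and stress-induced cardiomyocyte genes, 3 were higher, *Spp1*, *Myl9* and *Nppa*, and none was lower (4 and 1 when adjusted over the list alone; 3 lower at unadjusted p under 0.05; cameraPR adjusted p = 0.23). *Nppa* encodes atrial natriuretic peptide and had a log2 ratio of 2.30 in the authors' deposited table (standard error 0.72, adjusted p = 0.038). A single library may hold up to 54.0% of its *Runx1* OE total. Without that library, the log2 ratio is at least 1.60.
Of 35 tested p53 targets, 3 were higher and 2 lower (3 and 3 when adjusted over the list alone), with a median of 0.15 (cameraPR adjusted p = 0.12). *Gadd45a*, a growth arrest gene, had a log2 ratio of 1.51 in the authors' deposited table (standard error 0.17, adjusted p = 1.9e-15), and *Trp53inp1* had 0.47. *Cdkn1a* was the other higher gene. The lower genes were *Perp*, at -0.84, and *Eda2r*, at -0.85 in the authors' deposited table. *Trp53* itself had a log2 ratio of -0.07 in that table (standard error 0.14, adjusted p = 0.96). *Spp1*, *Myl9*, *Pik3cd*, *Cdkn1a* and *Gadd45a* are among the genes the paper shows in Fig. 6, so the counts that include them are not independent of the paper's choice. The lists are not the gene sets of IPA, which were not used here.

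**Figure D2:**
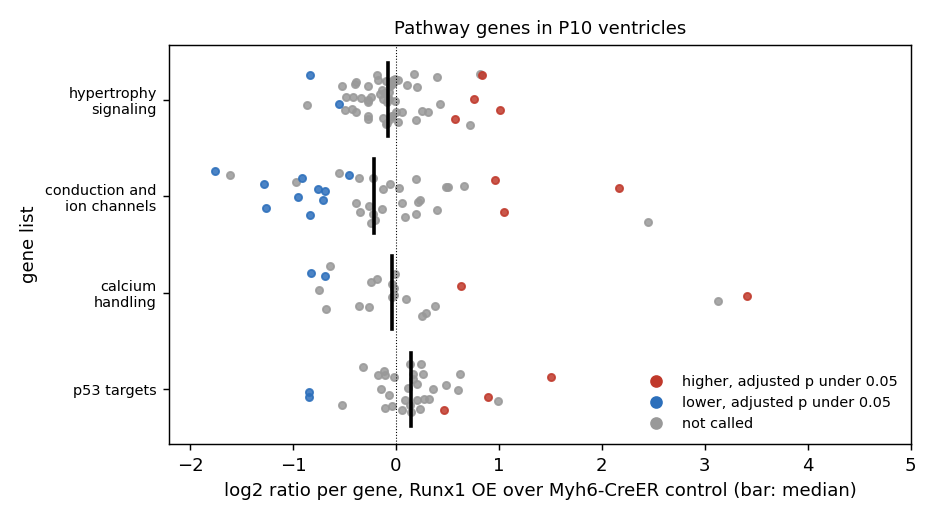
Log2 ratio of *Runx1* OE over Myh6-CreER control ventricles at P10, from the authors' deposited table, for the tested genes of 4 lists that are reported here. Each point is a gene, colored by its call, and each bar the median over all tested members of the list; the medians lie between -0.21 for conduction and ion channels and 0.15 for p53 targets, with members on both sides of 0 in every list. Height within a list is arbitrary.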

**Figure 6.**
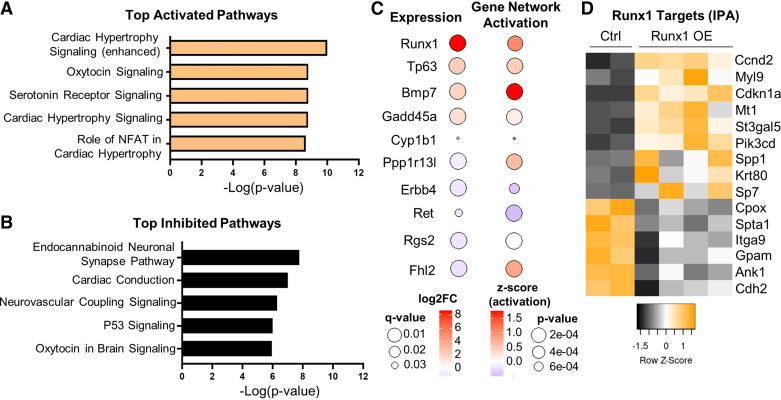
RNA sequencing identifies possible mediators of *Runx1*-induced cell-cycle activation. *A*: Ingenuity Pathway Analysis (IPA) identifying the top 5 activated pathways (based on *P* value and a positive *z*-score) from 568 differentially expressed genes (q value < 0.05) following *Runx1* OE induced at birth [*postnatal days 1* (P0) and *2* (P2) and P1 tamoxifen injections) and collection of whole ventricles at P10. *B*: IPA identifying the top 5 inhibited pathways (based on *P* value and a negative *z*-score) from 568 differentially expressed genes (q value < 0.05). *C*: bubble plot for the top 10 genes that displayed a strong gene network activation score (*P* < 10e^−4^) and were themselves also differentially expressed. Top 5 upregulated genes and top 5 downregulated genes are specifically depicted from the larger list of 15 genes (Supplemental Table S5). Bubble size indicates *q* and *P* values, whereas color indicates degree of induction. *D*: heatmap depicting the differential expression (*q* value < 0.05) of the 15 genes that contribute to the significant gene network activation score of *Runx1*. Color indicates the *z*-score between samples.

To further identify potential mechanistic mediators downstream of *Runx1* that might influence cardiomyocyte cell-cycle phenotypes, we analyzed upstream regulators (genes only) of differentially expressed gene networks in IPA. We found 199 upstream regulators with a *P* value of <1 × 10^−4^ (Supplemental Table S5). Of these predicted upstream regulators, 15 were differentially expressed themselves (Fig. 6*C*), lending stronger support that these could represent direct mediators of our observed phenotypes. 

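The 10 genes shown in Fig. 6C were all called, 5 higher and 5 lower in *Runx1* OE ventricles. Besides *Runx1* and *Bmp7*, the higher genes were *Trp63*, a transcription factor of the p53 family, *Gadd45a* and the cytochrome P450 gene *Cyp1b1*. The authors' deposited table gives *Trp63* 113 normalized counts in *Runx1* OE and 23.5 in control ventricles, a log2 ratio of 2.27 (standard error 0.38, adjusted p = 3.2e-07). *Cyp1b1* had a log2 ratio of 1.08 in the authors' deposited table (standard error 0.33, adjusted p = 0.032). Of the lower genes, *Fhl2*, which encodes a LIM domain protein of heart muscle, was the most abundant, with 8816 against 19155 normalized counts and a log2 ratio of -1.12 in the authors' deposited table (standard error 0.18, adjusted p = 2.8e-07). *Rgs2*, a regulator of G protein signaling, had a log2 ratio of -0.99 in the authors' deposited table (standard error 0.20, adjusted p = 5.5e-05). The receptor tyrosine kinase genes *Ret* and *Erbb4* had -0.93 and -0.88 in the authors' deposited table (adjusted p = 0.028 and 0.0014). *Ppp1r13l*, which encodes an inhibitor of p53, had -0.64 in the authors' deposited table (adjusted p = 0.016) and overlaps *Polr1g* on the opposite strand. The genes of this panel were chosen by the paper on these samples, so their calls are not independent evidence of a direction.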

As expected, *Runx1* is the most strongly upregulated gene in this group (Fig. 6*C*, “Gene expression,” Expression Log Ratio 8.89, q value 2.8 × 10^−38^) and is predicted to be an upstream regulator of a strongly activated gene network (Fig. 6*C*, “Gene Network Activation Score” Activation *z*-score = 1.029, *P* value = 1.15 × 10^−4^). 

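*Runx1* (ENSMUSG00000022952) lies on chromosome 16 of GRCm39, from 92398354 to 92623037 on the minus strand, and its exons overlap *Gm26626* on the opposite strand. The authors' deposited table gives it a mean of 16622 normalized counts in *Runx1* OE and 40.2 in control ventricles. This is a log2 ratio of 8.69 in the authors' deposited table (standard error 0.64), with an adjusted p of 2.6e-38 by the Benjamini-Hochberg method. By log2 ratio it ranked 2 among called genes, after *Xist*. The highest library can hold at most 38.1% of the *Runx1* OE total, and the log2 ratio without that library is at least 8.42. *Runx1* in each mouse was not analysed here. Counts of *Runx1* do not separate transcripts of the *Rosa-Runx1* allele from those of the gene on chromosome 16. *Gt(ROSA)26Sor*, the noncoding gene at the *Rosa26* locus, was also higher, at 146 against 77.2 normalized counts and a log2 ratio of 0.92 in the authors' deposited table (standard error 0.27, adjusted p = 0.020). It was looked up after the data were seen.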

RUNX1 is known to serve as both a transcriptional activator and transcriptional repressor, and its direct targets are differentially expressed between Myh6-CreER control and *Runx1* OE hearts (Fig. 6*D*), contributing to its significant Gene Network Activation Score. 

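Of the 15 genes shown in Fig. 6D, 9 were higher and 6 lower in *Runx1* OE ventricles. The largest ratio was that of *Sp7*, the osteoblast transcription factor osterix. The authors' deposited table gives it 22.9 normalized counts in *Runx1* OE and 0.511 in control ventricles, a log2 ratio of 5.48 with a standard error of 1.57 (adjusted p = 0.016). *Spp1*, which encodes the secreted matrix protein osteopontin, rose from 10.7 to 86.1 normalized counts, a log2 ratio of 3.01 in the authors' deposited table (standard error 0.59, adjusted p = 3.4e-05). The keratin gene *Krt80*, the PI3-kinase gene *Pik3cd*, *St3gal5*, the metallothionein gene *Mt1* and the myosin light chain gene *Myl9* had log2 ratios of 1.30, 1.01, 0.70, 0.69 and 0.60 in the authors' deposited table. *Ank1*, which encodes a membrane skeleton adaptor protein, had a log2 ratio of -0.95 in the authors' deposited table (standard error 0.18, adjusted p = 2.9e-05). *Itga9*, *Gpam*, the N-cadherin gene *Cdh2* and the heme synthesis gene *Cpox* had log2 ratios of -0.83, -0.78, -0.61 and -0.59 in the authors' deposited table. *Pik3cd* overlaps *Clstn1* on the opposite strand. The paper chose these genes on these samples, so the tally is not independent evidence of a direction.
Among 6 tested genes of the RUNX family and of bone formation other than *Runx1*, *Sp7* and *Spp1* were higher and none was lower (2 and 0 when adjusted over the list alone; 0 lower at unadjusted p under 0.05; cameraPR adjusted p = 0.064). Both are shown in Fig. 6D. Of 14 blood cell genes associated with RUNX1, none was called, alone or when adjusted over the list alone, and 1 was lower at unadjusted p under 0.05 (cameraPR adjusted p = 0.90).

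**Figure D3:**
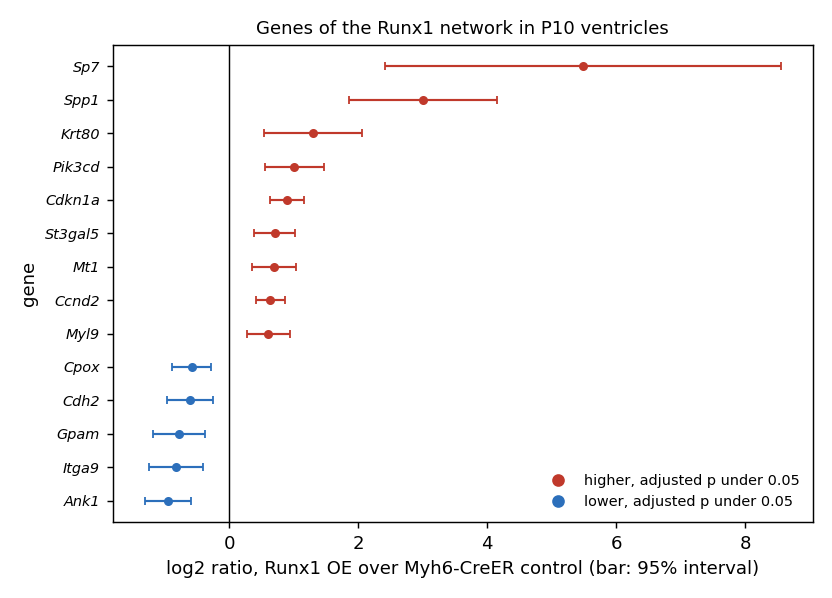
Log2 ratio of *Runx1* OE over Myh6-CreER control ventricles at P10, from the authors' deposited table, for the genes of Fig. 6D that are reported here. Points are the ratios and bars their 95% intervals; 9 genes lie above 0, up to 5.48 for *Sp7*, and the others below it, *Ank1* at -0.95 among them.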

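*Ccnd2* and *Cdkn1a* were both higher in *Runx1* OE than in control ventricles. *Ccnd2* (ENSMUSG00000000184, chromosome 6 of GRCm39, 127102125 to 127129156) encodes the G1 cyclin D2. The authors' deposited table gives it 5571 normalized counts in *Runx1* OE and 3590 in control ventricles, a log2 ratio of 0.63 (standard error 0.12, adjusted p = 6.3e-06). *Cdkn1a* (ENSMUSG00000023067, chromosome 17 of GRCm39, 29309950 to 29319701) encodes the CDK inhibitor p21. The authors' deposited table gives it 1289 against 695 normalized counts, a log2 ratio of 0.89 (standard error 0.14, adjusted p = 2.7e-08). Without the highest library, the log2 ratios are at least 0.62 for *Ccnd2* and 0.84 for *Cdkn1a*. Of 15 G1/S cyclins and regulators, *Ccnd2* was the only gene called higher and *Cdk6*, a kinase partner of D-type cyclins, the only gene called lower (1 and 1 when adjusted over the list alone; cameraPR adjusted p = 0.62). *Cdk6* had a log2 ratio of -0.94 in the authors' deposited table (standard error 0.15, adjusted p = 9.0e-08). Of 5 tested CDK inhibitors, *Cdkn1a* was higher and none was lower (1 and 0 when adjusted over the list alone; 1 lower at unadjusted p under 0.05; cameraPR adjusted p = 0.13). *Cdkn1b*, which encodes p27, had a log2 ratio of -0.24 in the authors' deposited table (adjusted p = 0.43). Both lists hold a gene that the paper shows in Fig. 6, so these counts are not independent of the paper's choice.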

Interestingly, of the differentially expressed direct targets of RUNX1, both CyclinD2 (*Ccnd2*), responsible for G1/S-phase cell-cycle reentry, and p21 (*Cdkn1a*), responsible for suppression of M-phase cyclins while also preventing apoptosis, were significantly upregulated in *Runx1* OE hearts (Fig. 6*D*). This seemingly contradictory combination is consistent with activation of the endomitotic cell cycle (13), an alternative cell cycle responsible for polyploidization. 

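Genes of S phase and DNA replication lay higher in *Runx1* OE ventricles as a group. All 36 tested members had a log2 ratio above 0, with a median of 0.45 and quartiles of 0.30 and 0.62, and cameraPR gave an adjusted p of 1.3e-05. The authors' deposited maximum, geometric mean and group means put this median at 0.23 or more without each gene's highest *Runx1* OE library, but allow it to be as low as -0.03 against each gene's higher control, so a low library of the 2 controls may carry the rise. Both bounds were chosen after the results were seen. No member was called on its own, over all genes or when adjusted over the list alone, and 5 were higher at unadjusted p under 0.05. The authors' deposited table gives log2 ratios of 0.92 for *Tyms* (standard error 0.38), which makes thymidylate, 0.67 for the chromatin assembly gene *Chaf1a* (0.28) and 0.69 for the replication licensing inhibitor *Gmnn* (0.30). The group's adjusted p is 0.0069 with a preset correlation of 0.05 and 0.080 with 0.1, while the other alternatives gave 3.6e-09 to 2.4e-05. A correlation estimated from the samples was not possible without values per sample. Of 37 genes of mitosis and cytokinesis, 35 had a log2 ratio above 0, with a median of 0.46. The authors' deposited table gives *Cdk1*, the mitotic kinase, a log2 ratio of 0.79, with a standard error of 0.86 (adjusted p = 0.89). No mitosis gene was called, over all genes or when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The group did not pass cameraPR (adjusted p = 0.28), but did on ranks (0.038) and on log2 ratios in place of z (5.1e-04); over all alternatives its adjusted p ran from 5.1e-04 to 0.83.
The cells in which these genes are expressed were not separated. Of 19 endothelial markers, *Plvap* was higher, of 26 fibroblast and matrix genes, *Mgp* and *Lox* were higher, and none of either list was lower (1 and 2 higher when adjusted over the list alone; cameraPR adjusted p = 0.90 and 0.39; 0 lower at unadjusted p under 0.05). None of 24 macrophage markers was called, also when adjusted over the list alone (1 higher and 3 lower at unadjusted p under 0.05; cameraPR adjusted p = 0.76). Of 20 erythroid markers, 18 had a log2 ratio above 0, with a median of 0.28 (cameraPR adjusted p = 0.023), and *Add2* was higher (1 when adjusted over the list alone). This group did not pass at a mean of at least 50 normalized counts (0.155), or with preset correlations of 0.05 (0.114) and 0.1 (0.308). From the joint rise of *Ccnd2* and *Cdkn1a*, the paper proposes the endomitotic cell cycle, which produces polyploid cells. By its account, *Ccnd2* can drive G1/S activation in that cycle while *Cdkn1a* suppresses M phase. The paper also draws on the ploidy of cardiomyocytes and on stains for cell-cycle markers in them. Those were measured at later ages and not in these samples.

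**Figure D4:**
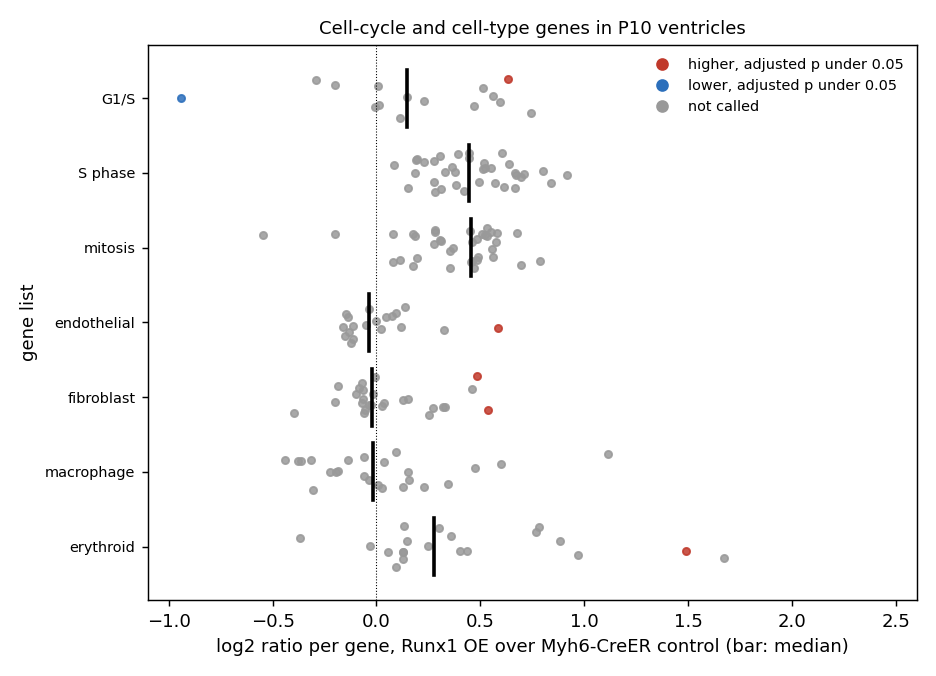
Log2 ratio of *Runx1* OE over Myh6-CreER control ventricles at P10, from the authors' deposited table, for each tested gene of 3 cell-cycle lists and 4 cell-type lists. Each point is a gene, colored by its call, and each bar the median of the list; all 36 S phase genes and 35 of 37 mitosis genes lie above 0, while the medians of endothelial, fibroblast and macrophage genes are -0.04, -0.02 and -0.01. Height within a list is arbitrary.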

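*Bmp7* (ENSMUSG00000008999), a secreted ligand of the BMP family, lies on chromosome 2 of GRCm39 from 172709805 to 172782114. The authors' deposited table gives it 637 normalized counts in *Runx1* OE and 153 in control ventricles, a log2 ratio of 2.06 (standard error 0.22, adjusted p = 2.9e-17 by the Benjamini-Hochberg method). By p-value it ranked 9 among the tested genes. The log2 ratio without the highest library is at least 1.94. Of 27 tested genes of the BMP pathway and its targets other than *Bmp7*, none was called from the authors' p-values, over all genes or when adjusted over the list alone, and 2 were higher and 1 lower at unadjusted p under 0.05. The median of this list was 0.08 (cameraPR adjusted p = 0.43). The direct BMP targets *Id1*, *Id2* and *Id3* had log2 ratios of -0.15, 0.30 and 0.19 in the authors' deposited table (adjusted p = 0.93, 0.63 and 0.82), and were picked for mention after their values were seen. The ligand gene *Bmp4* had a log2 ratio of 0.47 in the authors' deposited table (standard error 0.19, adjusted p = 0.20). The protein and its signaling were not measured in these samples.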

Finally, the upstream regulator displaying the strongest activation score, even stronger than *Runx1*, was *Bmp7* (Fig. 6*C*, activation *z*-score = 1.762, *P* value = 2.07 × 10^−5^; and expression log ratio 2.057, q value 3.07 × 10^−17^), suggesting that gene expression change in *Runx1* OE hearts could be mediated by upregulation of BMP7. BMP7 has been reported to drive cardiomyocyte cell-cycle activation in various regenerative contexts including zebrafish, neonatal cardiomyocytes, and adult mouse hearts (14).

## DISCUSSION

*Runx1* had been purported to be a marker of cardiomyocyte dedifferentiation (3, 4), a cellular process thought to coincide with cardiomyocyte proliferation. In the present study, we closely examine the effect of *Runx1* on cardiomyocyte cell cycle and proliferation using both gain- and loss-of-function mouse models. We show endogenous RUNX1 expression in cardiomyocytes only modestly influences cardiomyocyte cell-cycle activity in the context of postnatal development, a result that corrects itself later and does not extend to neonatal heart regeneration. In addition, in a wild-type C57Bl/6J heart, only a rare Ki67-positive cardiomyocyte also expresses RUNX1, suggesting other mechanisms are responsible for cardiomyocyte cell-cycle activation and weaken the argument that RUNX1 is a marker of cardiomyocyte dedifferentiation events. Together these observations suggest *Runx1* is not required for cardiomyocyte proliferation.

Regarding our *Runx1* cKO studies, we acknowledge some weaknesses in our experimental design. RUNX1 expression in cardiomyocytes is rare and only a brief snapshot of activity is recorded by EdU injection, which labels just ∼1–2 h (15). Thus, it remains possible our narrow analysis window missed a more relevant time point. Furthermore, while our developmental studies in Fig. 1 controlled for Cre recombinase, our cKO P1 ventricular resection experiments did not. Cre alone is able to drive cardiomyocyte cell-cycle activation (16), therefore cKO animals may display heightened cell-cycle activity stimulated by Cre, which is then reduced back to control levels by loss of *Runx1*. In other words, it remains possible that the two alleles cancel each other out. Regardless, the number of RUNX1-positive CMs postinjury is modest. Thus, should we have missed a cell-cycle effect it was unlikely to influence the physiological outcomes as we report here, and this is in line with previous reports (9).

On the other hand, cardiomyocyte-specific overexpression of RUNX1 in the neonatal context can significantly drive cell-cycle activity; however, the effect of this cell-cycle induction results in dramatically different outcomes depending on when cycling cells are labeled. For example, Swift et al. (6) labeled cycling cardiomyocytes during the first postnatal week and observed clear evidence of cardiomyocyte proliferation (EdU-positive, mononuclear, and diploid cardiomyocytes). In our current study, we were able to recapitulate the expansion of the diploid cardiomyocyte population with *Runx1* induction at birth; however, our delayed EdU regimen to 5 DPI hearts (equivalent to P11) failed to identify definitive proliferative events as Swift et al. (6) had seen. Nevertheless, the EdU-positive cardiomyocyte population in *Runx1* OE hearts labeled at 5 DPI had significantly lower total DNA content compared with controls. This phenomenon could be explained by altered starting states or unconventional examples of cell division as has been seen in hepatocytes (12). We observe the most striking differences when labeling cycling cardiomyocytes at 21–28 DPI. In this final assessment, we note that the cardiomyocytes in control injured animals have overwhelmingly ceased cycling; however, *Runx1* OE cardiomyocytes continue to cycle. However, *Runx1* OE cycling cardiomyocytes appear no longer competent to divide, resulting in severe hyperpolyploidization. Together, these results suggest *Runx1* is sufficient to drive cardiomyocyte cell-cycle activation, which may for a time result in proliferation, but when expression is protracted long term results in endomitosis.

To our knowledge, there are two previous studies that have directly examined the effect of *Runx1* in cardiomyocytes in a postinjury context. McCarroll et al. (17) concluded that RUNX1 expression in cardiomyocytes resulted in eccentric hypertrophy and adverse cardiac remodeling following adult MI. Furthermore, cardiomyocyte-specific knockout protected from these adverse effects (17). Our experiments of conditional knockout animals did not demonstrate the same beneficial effects; however, our overexpression studies may agree with their conclusions. Notably, by immunofluorescence, we only observe a rare cardiomyocyte that expresses RUNX1, which might explain why the loss of *Runx1* has little physiological effect in our experiments. Of course, the injury context, adult MI in McCarroll et al. (17) compared with neonatal ventricular resection in our present study, are completely different, thus perhaps not comparable. Swift et al. (6) examined the effect of *Runx1* overexpression on cardiomyocyte ploidy and proliferation in the context of postnatal development and in the context of adult MI. Swift et al. observed increased proliferation with analysis 1 wk after injury, which coincided with a transient reduction in scar size and transient functional benefit. Notably, these benefits were lost by 1-mo post-MI. Our present study agrees with these findings; however, our ploidy analysis at a later postinjury time point unveils that the continued expression of RUNX1 eventually contributes to severe hyperpolyploidy, ventricular dilation, and impaired contractility.

The RNAseq analysis provides insights into the transcriptional changes associated with the cell-cycle and physiological phenotypes we observe. With induction of RUNX1 expression from birth, P10 *Runx1* OE hearts display enhanced hypertrophic signaling, suppressed P53 signaling, and suppressed cardiac conduction signaling compared with Cre controls. Repressed cardiac conduction signaling may be in alignment with McCarroll et al. (17) who reported improved calcium handling in *Runx1* cKO hearts. As anticipated, *Runx1* was the most strongly differentially expressed gene and was a predicted upstream regulator of one of the most strongly activated gene networks. Among its widely reported direct targets are *Ccnd2* and *Cdkn1a* (p21) (18), both of which are specifically upregulated in *Runx1* OE hearts. Considering the canonical mitotic cell cycle, these two genes can have contrasting roles; however, in the case of further polyploidization, as we see here, upregulation of both targets is consistent with endomitosis, where *Ccnd2* can drive G1/S activation while upregulation of *Cdkn1a* suppresses M-phase thereby blocking full cell division. Upstream regulator analysis also identified *Bmp7* as a candidate regulator of a strongly activated gene network. Notably, *Bmp7* is a direct target of *Runx1* in other developmental contexts (19), though it is not among the genes identified by IPA *Runx1* Gene Network Activation. *Bmp7* has been identified as a growth factor that is both necessary and sufficient to drive cell-cycle activation in cardiomyocytes across a variety of species (14). Collectively, these data suggest that *Runx1* OE is likely driving cell-cycle activation through both direct and indirect means, including possibly via BMP7 upregulation.

The field of heart regeneration has been hyperfocused on driving cardiomyocyte proliferation. Many studies conflate any cardiomyocyte cell-cycle activation with proliferation; however, it is becoming more and more evident that much of the cell-cycle activation is in fact contributing to further polyploidization rather than proliferation (20, 21). Here, we observed that continued RUNX1 expression resulted in extended cell-cycle activation and DNA synthesis but not increased M-phase activity. Furthermore, our single-cell suspension analysis revealed that cardiomyocytes still cycling 1 mo after injury are specifically becoming hyperpolyploid. Physiologically, these hearts display attributes of dilated cardiomyopathy or adverse remodeling. Other studies targeting independent gene networks that influence cardiomyocyte polyploidy have observed similar effects on heart function when cardiomyocyte ploidy is increased (9, 22–26). Although each finding is correlative on its own, taken together these observations raise the concern that prolonged stimulation of cell cycle in cardiomyocytes may have adverse effects. Furthermore, if initial cardiomyocyte proliferation is required to stimulate a regenerative response, strategies to induce cell-cycle activation transiently are likely warranted.

## DATA AVAILABILITY

Source RNAseq data for this study are available at Gene Expression Omnibus Accession No. GSE266578.

## SUPPLEMENTAL DATA

10.6084/m9.figshare.25769037.v1 Supplemental Figs. S1 and S2 and Supplemental Tables S1–S5: https://doi.org/10.6084/m9.figshare.25769037.v1.

## GRANTS

This work was funded by National Institutes of Health (NIH) Grants R01HL155085 (to M.P.), 3R01HL155085-S1 (to M.P. and K.A.A.), F31HL162468 (to S.K.S), F32HL150958 (to M.A.F), and R01HL141159 and R01HL170547 (to C.C.O). T. Buddell was supported by NIH Grant T32HL134643, and A. L. Purdy was supported by NIH Grant T32HL007852. Vevo 3100 echocardiography machine was purchased and maintained by NIH Grant S10OD025038.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

K.A.A., S.K.S., C.C.O., and M.P. conceived and designed research; K.A.A., M.A.F., S.K.S., S.V.C., A.L.P., T.B., M.E.K., K.G.A., S.P., and S.L.B. performed experiments; K.A.A., M.A.F., S.K.S., S.V.C., A.L.P., T.B., M.B.V., and M.P. analyzed data; K.A.A., M.A.F., S.K.S., M.B.V., C.C.O., and M.P. interpreted results of experiments; K.A.A., M.B.V., and M.P. prepared figures; K.A.A. and M.P. drafted manuscript; K.A.A., M.A.F., S.K.S., C.C.O., and M.P. edited and revised manuscript; K.A.A., S.L.B., M.A.F., S.K.S., S.V.C., A.L.P., T.B., M.E.K., K.G.A., S.P., M.B.V., C.C.O., and M.P. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

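RNA from the ventricles of 4 *Runx1* OE mice and 2 Myh6-CreER controls at postnatal day 10 was sequenced by the authors. Samples were grouped by the genotype in the sample labels, which is that of the paper. The sample labels speak of left ventricles in one place, and the paper of whole ventricles. The paper calls the compared groups littermates, without saying which mice shared a litter, and the sex of each mouse is not given in the sources used here.

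By the paper's methods, the authors aligned 150 bp paired reads with STAR 2.7.8a to mm39, quantified Ensembl transcripts release 110 with Partek E/M, normalized the counts by the median ratio, and used DESeq2. The submitters' processing notes name HISAT2 and mm9. The deposited table of the comparison gives, for 19079 genes, the authors' p-value and adjusted p, the fold change with its 95% limits, the mean of each group, the sum and the maximum over the samples. The authors' log2 ratio is the log2 of the ratio of the group means, *Runx1* OE over control. The authors' group means are a normalized signal, in counts divided by a size factor. The authors' fold change is a signed score, with a negative sign for a gene that is lower. For 2960 genes the authors' adjusted p is a question mark; these have the lowest means, up to 6.21 normalized counts. The mean over samples adds up to 19422828 normalized counts per sample. The 6 columns of values per sample were not used, since no source used here pairs their names with the samples. The table of values per sample lists 5 genes that the comparison leaves out: *Car3*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. All but *Car3* lie on chromosome Y.

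The design fixed for this work was limma on log2 values per sample. It was not run for lack of usable columns, and neither were values of *Runx1* per sample, the likeness of samples, leaving out each sample, the sample number as a block, sample weights, other pseudocounts, upper quartile scaling, a count test, camera with an estimated correlation, or fry. In its place, the authors' p-values were adjusted by the Benjamini-Hochberg method over the 15181 genes with a mean of at least 10 normalized counts, an alternative that had been listed beforehand. A gene was called at an adjusted p under 0.05, the paper's threshold. The standard error of each log2 ratio was taken from the 95% limits on the log2 scale, and z is the log2 ratio over its standard error. The p-values depend on the authors' model and on the spread among few mice, with only 2 controls.

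Gene lists and the rule for named genes were written before the data were examined, except 7 genes that escape X inactivation, listed after *Xist* and the values of several of these genes had been seen. The genes of Fig. 6 were known when the rule was written. The rule names the genes of the paper's RNA sequencing text and of Fig. 6, the 12 largest rises and 12 largest falls among called genes with a mean of at least 50, up to 4 members of each list with the smallest p, and all called members of a list with 5 or fewer calls. Clone names were left out. The rule also asked that all samples of a group lie on one side, which was not applied because values per sample were not used. Lists with at least 5 tested members were tested with cameraPR (limma 3.58.1 in R 4.3.3) on z, two-sided, with a preset inter-gene correlation of 0.01, and adjusted by the Benjamini-Hochberg method over lists. A preset correlation that is too low makes these p-values too small. Settings chosen after seeing the data were the authors' adjusted p as deposited, the comparison without chromosomes X and Y, each gene without its highest *Runx1* OE library, and cameraPR on ranks, on log2 ratios, and with preset correlations of 0.05 and 0.1. The bound without the highest library uses the authors' deposited maximum and group means: it takes the maximum off the *Runx1* OE total, which gives the least that the other 3 libraries can average. The bound against each gene's higher control, also chosen after seeing the data, adds the deposited geometric mean, which limits how far apart the 2 controls can lie.

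Both steps were run on simulated data for this comparison, with normal errors and the standard errors of the genes taken as exact. The simulation checks the adjustment and the list test under those assumptions. It does not test the spread estimated from few mice, or lists of correlated genes. With 15181 genes, 200 of them changed by 1 on the log2 scale, 146 of the changed genes (73%) were called, all with the right sign, and 7% of calls were unchanged genes. Of 1000 unchanged lists of 30 independent genes, 3.7% had p under 0.05. Of the 19079 gene identifiers, 18992 were found in GENCODE M39, and all of these overlapped their gene on GRCm39, while 42.3% had the same start. Exon overlaps were read from that annotation. RUNX motifs were counted within 500 bp on either side of gene starts in the GRCm39 sequence, and compared by 10000 permutations within 10 bins of GC content. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The gene sets of IPA and Supplemental Tables S4 and S5 were not used here. A few results are not reported here; counts, medians and tests of lists include all tested genes.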

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

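All tests of explanations in this part were chosen after the results were seen. Called genes that the paper does not discuss include 3 with a mean of at least 1000 normalized counts over all samples and a log2 ratio of at least 3: *Xist* (9.01), *Gpx3* (3.53) and *Casq1* (3.41), all from the authors' deposited table. With the highest library left out, their log2 ratios are at least 8.66, 3.47 and 3.13.

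*Xist* is expressed in female cells, and the paper states that both sexes were used without giving the sex of the mice sequenced. From the authors' deposited maximum and group means, at least 3 of the 4 *Runx1* OE libraries hold *Xist*, the third highest at no less than 1675 normalized counts, while a control library can hold at most 17.8. The 7 tested genes that escape X inactivation all had a log2 ratio above 0, with a median of 0.39 against -0.002 for 514 other X-linked genes (one-sided permutation p = 0.0001, the smallest that 10000 permutations can give). None of the 7 was called from the authors' p-values, and 4 had an unadjusted p under 0.05. The 7 genes were listed after the values of several had been seen, so the permutation p is not an independent test. More females among the *Runx1* OE than among the control libraries would give both the *Xist* levels and the higher escape genes. These values argue against *Runx1* raising *Xist* in hearts of one sex as the whole account. They also argue against a like mix of sexes in both groups, so sex is not separated from genotype here. An effect of sex on genes outside chromosome X was not tested.

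Atrial genes were the next pattern: *Nppa*, *Sln*, *Myl7*, *Myl4* and *Bmp10* had log2 ratios of 2.30, 3.13, 1.76, 1.51 and 1.70 in the authors' deposited table, of which only *Nppa* was called, and were picked after their values were seen. A single *Runx1* OE library with atrial tissue is argued against, since the median without each gene's highest library is at least 1.47. Atrial tissue in several libraries and a change within ventricular cells cannot be told apart: the other 7 atrial markers had a median of -0.0190 (95% bootstrap interval -0.38 to 0.20). *Kcnj3*, one of the 7, was lower, at -1.26 in the authors' deposited table. *Nppa* is also a gene of fetal and stressed ventricles, and this biological explanation was not tested.

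The rise of the S phase list could reflect fewer cardiomyocytes in the tissue, a single high *Runx1* OE library or a low library of the 2 controls. Against the first, 69 endothelial, fibroblast and macrophage markers had a median log2 ratio of -0.0239 (95% bootstrap interval -0.06 to 0.03), below the 0.35 to 0.55 around the S phase median. Against the second, the S phase median without each gene's highest library is at least 0.23 (0.16 to 0.31). A low control library stays open: the least that the deposited values allow for the median against each gene's higher control is -0.0345 (-0.09 to 0.09; all 3 intervals resample genes, which are not independent). Also open is more cycling in cardiomyocytes, in another cell type or in blood precursors, since erythroid markers also lay higher.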

How the results depend on the processing

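Tests by the authors' adjusted p, without X and Y genes, without the highest library, on ranks, on log2 ratios and with preset correlations of 0.05 and 0.1 were chosen only after the results were seen. The count of called genes was 568 with no filter (263 higher, 305 lower; 562 shared with the 595), 544 at a mean of at least 50, 596 after median recentring, 589 by the authors' adjusted p and 578 without X and Y. Of 164 named genes, *Mybpc3*, *F3*, *Add2* and *Plvap* lost their call with no filter, and *F3* and *Add2* by the authors' adjusted p. These settings reuse the authors' log2 ratios, which median recentring moved by only 0.0023, so they do not test directions. Mature sarcomere and fatty acid oxidation kept their calls in each cameraPR setting run, at adjusted p up to 0.0145 with a preset correlation of 0.1. All these settings rest on the same ratios. Whether a single control library carries either fall was not tested. With that correlation, the calls ended for S phase (0.0798), erythroid (0.308), smooth muscle and pericyte (0.257) and ribosomal genes (0.308), and at 0.05 for the last 3 (0.114, 0.112 and 0.114), because a larger correlation widens the error of a list's mean. On log2 ratios, mitosis (5.07e-04), fetal and stress-induced (5.94e-04), osteogenic (9.33e-13) and atrial genes (4.40e-07) passed, and smooth muscle and pericyte (0.160) and ribosomal genes (0.210) did not. Mitosis passed on ranks (0.0378). At a mean of at least 50, stress response genes passed (0.0356) and erythroid markers did not (0.155). The cause was not tested. All 271 higher genes kept a ratio above 1 without their highest *Runx1* OE library. This asks little of genes that were picked as higher. No such bound was made for the lower genes, and it does not cover a deviating library of the 2 controls. No paired analysis was possible because the columns of values per sample could not be matched to samples. For the same reason, upper quartile scaling, other pseudocounts, other limma settings, leaving out each sample, a count test, an estimated correlation and fry were not run. The standard error was under 0.5 for 89.1% of tested genes. Depth may limit genes with few counts, which was not tested.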

Differences from the paper's values

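No test in this part was chosen after the result was seen, apart from the use of the authors' adjusted p as deposited. No value of the paper differed from the corresponding value here by the margin set for this comparison. The paper gives 568 differentially expressed genes, against 595 here at the same threshold. Adjusting over all 19079 genes with no filter, set before the data were examined, gives 568. This match of counts does not show that the paper adjusted in that way. The authors' deposited adjusted p gives 589, a setting chosen after seeing the values. For *Runx1* the paper gives a log ratio of 8.89 and a q value of 2.8e-38, against 8.69 in the authors' deposited table and an adjusted p of 2.6e-38 here. For *Bmp7* the paper gives a log ratio of 2.057, against 2.06 in the authors' deposited table. Its adjusted p here is 2.9e-17. The authors' deposited adjusted p is 2.8e-38 for *Runx1* and 3.1e-17 for *Bmp7*. Both equal the paper's q values at the digits the paper prints. With no filter the adjusted p is 3.3e-38 for *Runx1* and 3.6e-17 for *Bmp7*, so the paper's q values are not those of that setting. Which adjustment gave the paper's count of 568 is not settled here.

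The paper's discussion calls *Runx1* the gene with the strongest differential expression. In the authors' deposited table *Xist* has a larger log2 ratio (9.01), and *Gpx3* has a smaller p-value. Among the genes of Fig. 6C, *Runx1* has the largest log2 ratio, as the paper states. The paper reports p53 signaling as inhibited. On the list of p53 targets used here, which is not the gene set of IPA, 3 of 35 genes were higher and 2 lower, with a median of 0.15. All 25 genes for which the paper gives a direction were called in that direction. The paper chose these genes on the same samples, and the ratios and p-values are the authors', so the tally is not independent evidence.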

Other observations

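The tests of X-linked calls and of the *Rosa26* neighborhood, and the preset correlation of 0.05, were chosen only after the results were seen. Mature sarcomere and fatty acid oxidation genes lay lower in *Runx1* OE ventricles. Of 23 mature sarcomere genes, 5 were lower and none was higher (13 and 0 when adjusted over the list alone; 1 higher at unadjusted p under 0.05), with a median of -0.32 (cameraPR adjusted p = 1.2e-06). They were *Ldb3* and *Tcap*, of the Z-disc, *Myoz2*, *Mybpc3*, cardiac myosin binding protein C, and the chaperone gene *Cryab*, at log2 ratios of -0.61, -0.46, -0.49, -0.68 and -0.40 in the authors' deposited table. Of 29 genes of fatty acid oxidation, 27 had a log2 ratio below 0, with a median of -0.26 (cameraPR adjusted p = 4.0e-07). Of these, *Pdk4*, a kinase that holds back glucose oxidation, and *Acot2* were lower and none was higher (4 and 0 when adjusted over the list alone; 0 higher at unadjusted p under 0.05). The authors' deposited table gives *Pdk4* 2988 against 8013 normalized counts, a log2 ratio of -1.42 (standard error 0.23, adjusted p = 2.6e-07). Of 33 genes of oxidative phosphorylation, none was called, also when adjusted over the list alone, and 1 was higher at unadjusted p under 0.05 (cameraPR adjusted p = 0.62). In glycolysis *Pgam2* was higher and *Hk2* lower of 20 genes (2 and 2 when adjusted over the list alone; cameraPR adjusted p = 0.76).

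Cytosolic ribosomal protein genes had a median of 0.19, with 35 of 37 above 0 (cameraPR adjusted p = 0.0093), and none was called by the authors' p-values, also when adjusted over the list alone, or at unadjusted p under 0.05 (0). Smooth muscle and pericyte markers had a median of -0.25 (cameraPR adjusted p = 0.018), with *Abcc9* and *Vtn* lower of 15 and none higher (4 and 1 when adjusted over the list alone; 1 higher at unadjusted p under 0.05). *Abcc9*, a subunit of the ATP-sensitive potassium channel, is also expressed in cardiomyocytes. Both calls ended with a preset correlation of 0.05, at adjusted p of 0.114 and 0.112. Of 24 genes of stress response, the metallothionein genes *Mt1* and *Mt2* were higher and none was lower (2 and 0 when adjusted over the list alone; 2 lower at unadjusted p under 0.05; cameraPR adjusted p = 0.064). *Mt1* is shown in Fig. 6D.

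The remaining lists had few calls, and none passed cameraPR. Of 12 atrial markers, 1 was higher and 1 lower (2 and 1 when adjusted over the list alone; adjusted p = 0.39). Of 11 epicardial markers, *Tbx18* was higher (1 when adjusted over the list alone; adjusted p = 0.43), and of 20 YAP/TEAD targets, *F3* was lower (1 higher and 1 lower when adjusted over the list alone; adjusted p = 0.62). None of 22 immediate early genes (adjusted p = 0.76), 6 lymphocyte markers (0.90), 6 neural markers (0.62) or 13 mitochondrially encoded genes (0.73) was called by the authors' p-values, also when adjusted over the list alone. At unadjusted p under 0.05 they had 1, 0, 1 and 0 genes. Medians and mean z differed in sign for YAP/TEAD targets, immediate early genes, lymphocyte markers and fibroblast genes. Too few members were tested for cameraPR of neutrophil (4), adipocyte (3), lung and skeletal muscle (2) and sex-linked genes (1), of which only *Xist* was called. At unadjusted p under 0.05 the first 3 had 1, 0 and 1. When adjusted over the list alone, 1 gene of the lung and skeletal muscle list was lower.

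Of 522 tested X-linked genes, 17 were called (3.26%), against 578 of 14659 others (3.94%; two-sided Fisher's exact p = 0.49).

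A hypothesis that genes which rose hold more RUNX motifs near their start was tested on 271 higher genes. They had a mean of 0.886 motifs within 500 bp of the start, against 0.826 (95% range 0.720 to 0.937) in GC-matched genes that were not called (one-sided permutation p = 0.1524). The prediction of a p under 0.05 was not met, and by the rule written beforehand a p of 0.05 or more was to count against direct action. That reading was changed after the result was seen. Sites farther away were not searched, so the test cannot decide on direct action. The 324 lower genes had 0.880 against 0.823 (one-sided permutation p = 0.1419).

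Sequence carried along with the *Rosa26* locus on chromosome 6 could change genes near it. Within 10 Mb of *Gt(ROSA)26Sor*, 3 of 118 tested genes were called (2.54%), *Alox5* (named after its value was seen), *Ret* and *Cacna1c*, against 591 of 15062 elsewhere (3.92%; two-sided Fisher's exact p = 0.632). The 95% interval of the odds ratio, 0.129 to 1.92, leaves room for a difference in either direction.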
